# sTREM-1 promotes the phagocytic function of microglia to induce hippocampus damage via the PI3K–AKT signaling pathway

**DOI:** 10.1038/s41598-022-10973-8

**Published:** 2022-04-29

**Authors:** Li Lu, Xuan Liu, Juanhua Fu, Jun Liang, Yayi Hou, Huan Dou

**Keywords:** Immunology, Molecular biology

## Abstract

Soluble triggering receptor expressed on myeloid cells-1 (sTREM-1) is a soluble form of TREM-1 released during inflammation. Elevated sTREM-1 levels have been found in neuropsychiatric systemic lupus erythematosus (NPSLE) patients; yet, the exact mechanisms remain unclear. This study investigated the role of sTREM-1 in brain damage and its underlying mechanism. The sTREM-1 recombinant protein (2.5 μg/3 μL) was injected into the lateral ventricle of C57BL/6 female mice. After intracerebroventricular (ICV) injection, the damage in hippocampal neurons increased, and the loss of neuronal synapses and activation of microglia increased compared to the control mice (treated with saline). In vitro. after sTREM-1 stimulation, the apoptosis of BV2 cells decreased, the polarization of BV2 cells shifted to the M1 phenotype, the phagocytic function of BV2 cells significantly improved, while the PI3K–AKT signal pathway was activated in vivo and in vitro. PI3K–AKT pathway inhibitor LY294002 reversed the excessive activation and phagocytosis of microglia caused by sTREM-1 in vivo and in vitro, which in turn improved the hippocampus damage. These results indicated that sTREM-1 activated the microglial by the PI3K–AKT signal pathway, and promoted its excessive phagocytosis of the neuronal synapse, thus inducing hippocampal damage. sTREM-1 might be a potential target for inducing brain lesions.

## Introduction

Systemic lupus erythematosus (SLE) is a chronic autoimmune disease that can affect any organ system in the body, causing widespread inflammation and tissue damage in the affected organs^1^. According to epidemiological studies on SLE, the prevalence of SLE in women is significantly higher than that in men, particularly those in their childbearing age^2–4^. More than 50% of SLE patients develop significant psychiatric and neurologic manifestations, also known as neuropsychiatric SLE (NPSLE), which severely affect the life quality of patients and increase disease-related mortality^5^. Accumulating evidence suggested that complex and interconnected mechanisms promote the development of SLE-related brain damage; yet, the underlying mechanism of pathogenesis is still not well understood. Neuroinflammation is believed to be one of the major pathogenetic mechanisms in NPSLE^6^. Therefore, identifying the key assumptions in brain inflammation and damage may contribute to alleviating NPSLE.

Triggering receptor expressed on myeloid cells-1 (TREM-1) is a transmembrane protein expressed on neutrophils, monocytes, and microglia. TREM-1 is an amplifier of the innate immune response during various inflammatory diseases^7–9^. The soluble form of TREM-1 (sTREM-1) is produced by cleaving the extracellular ectodomain of membrane-bound TREM-1 or mRNA alternate spicing and exists as a soluble monomer^10–15^. Since sTREM-1 retains the extracellular domain of membrane-bound TREM-1, it can act as a decoy receptor, which competitively binds to the receptor of TREM-1 and weakens its pro-inflammatory activity^16^. High concentrations of sTREM-1 have been found in multiple infectious and chronic inflammatory diseases such as pneumonia, acute myocardial infarction, sepsis, familial Mediterranean fever, Type 1 diabetes, inflammatory bowel diseases, rheumatoid inflammatory disorders, and cancer^17–25^. Thus, it is believed that sTREM-1 may be a marker of TREM-1 activation and potentially a biomarker for diagnosing inflammatory diseases.

Three studies reported that increased serum sTREM-1 levels are associated with disease activity and infection^26–28^. Moreover, higher plasma levels of sTREM-1 have been detected in subgroups of patients with neuropsychiatric manifestations, particularly those with the total high disease activity score and NPSLE activity^27^. In addition, increased sTREM-1 levels have been found in the cerebral spinal fluid (CSF) of subarachnoid hemorrhage patients, monitoring the extent of brain injury at an early stage^29,30^. Also, after acute ischemic stroke, the serum levels of sTREM-1 in patients are positively correlated with S100B, a marker for brain damage and blood–brain-barrier disruption^31^. Yet, the exact function of sTREM-1 in NPSLE remains unclear.

Microglia is the key effector and regulator in the central nervous system (CNS), which participates in almost all brain diseases^32^. As the unique mononuclear macrophages in the CNS, microglia maintain the homeostasis of the brain environment by eliminating pathogens and dead cells^32–34^. When the brain is in a pathological state, microglia enter an “activated state” characterized by shortening and swelling of the cellular processes, changes in the surface phenotypes and secretory mediators, and increased proliferation response^35^. On the one hand, activated microglia promote the body's inflammatory response and then change the brain's synaptic plasticity and cognitive deficits, thereby inducing brain diseases^36^. On the other hand, in addition to phagocytosis of dead cells, activated microglia immoderately engulf viable cells, and lead to normal cell death, subsequently exacerbating brain injury or disturbing normal development^37^. Previous reports have shown that microglia activation promotes overly engulf synapses, leading to a greater loss of neurons in Alzheimer's disease (AD), Parkinson's Disease (PD), and ischemic stroke^38–42^. Such neuronal loss culminates in an increased brain tissue loss and exacerbated long-term functional deficits^43^. Moreover, excessive microglial phagocytosis of synapses is also considered to be the cause of various neurological diseases such as schizophrenia^44,45^, tauopathy^46,47^, and multiple sclerosis (MS)^48,49^. Therefore, activated microglia are a common pathological feature of a series of neurodegenerative diseases^50–52^.

Microglia have been proven to be an important contributor to NPSLE^53^. Abnormal microglial activation has been detected in the hippocampus of several strains of lupus-prone mice (NZB/NZW, MRL/lpr, and FcγRIIB-/-Yaa)^54^. In the process of continuous inflammation, activated microglia-phagocyted astrocytes promote neuronal apoptosis and aggravate depression index and cognitive dysfunction in lupus mice^55–57^. Nestor et al*.* demonstrated activated microglia could induce neuronal damage in NPSLE mice^58^. However, it is still not clear whether sTREM-1 directly mediates microglial dysfunction and participates in brain injury.

In this study, we examined the role of sTREM-1 in the severity of brain damage and microglia functional outcomes. To investigate the effects of high levels of sTREM-1 in the brain, sTREM-1 recombinant protein was intracerebroventricular injected into the lateral ventricle of mice. Then hippocampal neurons damage and synapse density were immediately measured at different time points. The underlying mechanisms were also assessed in vitro and in vivo.

## Materials and methods

### Mouse model

Specific pathogen-free female C57BL/6 mice (aged 6–8-weeks, weighting 20 ± 2 g) were purchased from the Model Animal Research Center of Nanjing University (Nanjing, Jiangsu Province, China). All mice were maintained under specific pathogen-free conditions at a 12 h light/dark cycle and 20–22 °C. The animals were allowed free access to drinking water. The experiments on mice were approved by Institutional Animal Care and Use Committee, Nanjing University, and all experiments were performed in accordance with relevant guidelines and regulations. This study was carried out in compliance with the ARRIVE guidelines.

Firstly, the experimental process for the effect of sTREM-1 on brain function is shown in Fig. 1A. A total of 90 female C57BL/6 mice were divided into six groups: (i) 24 h-CON group (n = 15), (ii) 24 h-sTREM-1 group (n = 15), (iii) 72 h-CON group (n = 15), (iv) 72 h- sTREM-1 group (n = 15), (v) 120 h-CON group (n = 15), (vi) 120 h- sTREM-1 group (n = 15). For mice in the sTREM-1-treated groups, sTREM-1 (Sino Biological Inc. Beijing, China) recombinant protein (2.5 μg) at a volume of 3 μL was injected into the right lateral ventricle of the mice brain. The CON group mice were treated with the equivalent volume of vehicle (saline). Bregma served as the origin of coordinates, the intracerebroventricular (ICV) injection was performed perpendicular to the skull (x = 0.8 mm, y = 0.2 mm, z = 2 mm) using a microprocessor-controlled mini-pump^59^, delivery was performed at a rate of 500 nL/min. After injection, the needle was left in place for 5 min prior to slowly retracting it from the ventricles^59^. Afterward, the mice were left underneath the warm light to recover their mobility. The mice were then sacrificed at the corresponding time.

Secondly, the experimental process for evaluation of PI3K–AKT signaling in sTREM-1-mediated brain injury is shown in Fig. 7A. A total of 30 female C57BL/6 mice were divided into three groups: (i) CON group (n = 10), (ii) sTREM-1 group (n = 10), (iii) sTREM-1 + LY294002 group (n = 10). PI3K–AKT pathway inhibitor LY294002 (MedChemExpress, USA) was diluted with phosphate-buffered saline (PBS) to 10 mM, each mouse received an injection of 3 µL. Fifteen minutes before the ICV injection of sTREM-1, LY294002 was injected into the mouse brain. Similarly, the CON group used saline as a control. After sTREM-1 treatment for 120 h, the mice were sacrificed for the next study.

### Hematoxylin/eosin (H&E) staining

Six mice per group were used for Hematoxylin/eosin (H&E) staining. The mice were cardiac perfused with cold 4% paraformaldehyde immediately after being anesthetized with pentobarbital sodium (50 mg/kg ip) (Sigma-Aldrich, Germany). The whole brain of the mice was fixed in 4% paraformaldehyde for 48 h before being embedded for paraffin sectioning. Series of coronal sections (5 μm) were taken containing cortex and hippocampus behind the bregma (Bregma −1.6 to −2.1 mm)^60,61^, then these sections were used for hematoxylin/eosin (H&E) staining.

### Immunofluorescence detection

Brain tissue sections were performed as previously described, and in accordance with the manufacturer’s protocol (Merck & Millipore Company, Germany), the FluoroJade B (FJB) staining was carried out.

Immunofluorescence staining was performed as previously described^62^, the paraffin sections were soaked in cold acetone for 15 min. After washing with PBS, pre-cooled methanol was added dropwise and treated at −20 °C for 30 min. Then it was blocked with 3% BSA for 60 min at room temperature. The TUNEL (Roche, Switzerland) reaction mixture or CD68 (Boster, Wuhan, China)/IBA-1 (Abways Technology, Shanghai, China) primary antibodies were added at room temperature and incubated overnight at 4 °C, then the corresponding secondary antibodies were added for binding, followed by nuclei staining with DAPI. The slides were visualized using a Nikon Eclipse Ti-U fluorescence confocal microscope, which was equipped with a digital camera (FV300, Olympus, Japan).

### Extraction of total RNA and quantitative real-time PCR

Half of the left and right hippocampus of four mice per group were used for quantitative real-time PCR (qRT-PCR) detection. Total RNA was extracted from cells or tissues using TRIzol reagent. According to the manufacturer’s instructions, 1 μg total RNA was reverse transcribed in a 20-μL reaction system. The oligonucleotide primers used for PCR amplification were listed in Table 1. 

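Each primer pair of Table 1 was searched for exact matches in the GENCODE M21 transcripts of the mouse genome build GRCm38. The AKT pair matched Akt1 and spans 116 bp of its protein-coding transcripts on chromosome 12 from 112662239 to 112671561. The PI3K pair matched Pik3r1, which encodes a regulatory subunit, with 122 bp in exon 2 on chromosome 13 from 101757532 to 101757653. The Dlg4 pair matched Dlg4 with 82 bp on chromosome 11 from 70027015 to 70030407, and the SYN1 pair matched Syn1 with 205 bp in exon 1 on chromosome X from 20920542 to 20920746. The β-actin pair matched Actb on chromosome 5 from 142905363 to 142905603, with 154 bp in its protein-coding transcripts. The pair listed for Homer1, GTTCTCAGCCCAACAATACAAGA and GTGGACGGGTCGATGTCAC, had no exact match in a Homer1 transcript. It matched a protein-coding transcript of Nos2, which encodes inducible nitric oxide synthase, with 127 bp from exon 2 to exon 4, on chromosome 11 from 78922370 to 78929799.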

All reactions were carried out in triplicate. The mRNA levels were normalized to that of *β-actin*. The primers were synthesized by Springen (Nanjing, China). The 5′-3′ primer sequences were as follows:

**Table 1:** Primers used for q-PCR in this study.

Gene	Forward	Reverse
*β-actin*	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
*Dlg4*	GGCGGAGAGGAACTTGTCC	AGAATTGGCCTTGAGGGAGGA
*SYN1*	CCAATCTGCCGAATGGGTACA	GCGTTAGACAGCGACGAGAA
*Homer1*	GTTCTCAGCCCAACAATACAAGA	GTGGACGGGTCGATGTCAC
*PI3K*	GCAGAGGGCTACCAGTACAGA	CTGAATCCAAGTGCCACTAAGG
*AKT*	ATGAACGACGTAGCCATTGTG	TTGTAGCCAATAAAGGTGCCAT

### Western blotting

Half of the left and right hippocampus of four mice per group were used for western blot detection. Western blot was performed as previously described^62^. Briefly, hippocampus tissues or cells were lysed in ice-cold RIPA lysis buffer containing protease and phosphatase inhibitors. Supernatants were used for SDS-PAGE and western blots. An equivalent amount of 30 μg protein was separated by SDS-PAGE, transferred to a 0.22 μm polyvinylidene fluoride (PVDF) membrane. The membranes were blocked in 5% BSA for 2 h at room temperature. The membranes were treated with specific primary antibodies reacting to GAPDH (Goodhere Technology, Cat. No. AB-P-R 001), β-actin (Bioworld, Cat. No. BS607M), PSD95, SYN1, and Homer1 (Proteintech, Cat. No. 20665-1-AP, 20258-1-AP, and 12433-1-AP, respectively), Bcl-XL, caspase-3, cleaved-caspase-3, phospho-PI3K, PI3K, phospho-AKT and AKT (Cell Signaling Technology, Cat. No. 2764, 9662, 9661, 4228, 4257, 4060, 4691, respectively), Bcl-2 (Bioworld, Cat. No. BS1511). Followed by incubation with appropriate HRP-linked secondary antibody for 2 h at room temperature. The immunoreactive bands were visualized using enhanced Chemiluminescence (ECL) plus western blot detection reagents (SupersignalTM West Pico PLUS, Thermo, USA). The grey level of proteins was calculated by the Image J software. In the experiment, GAPDH or β-actin was used as a protein loading control.

### Flow cytometric analysis

Five mice per group were used for flow cytometric analysis. Perform sample preparation and flow cytometry according to the previous experimental description^62^. Briefly, after immunomagnetic beads sorting, single cells were pre-blocked with anti-CD16/CD32 Fc Blocker for 10 min, then stained with Zombie NIR™ Fixable Viability Kit (Biolegend, CA, USA), CD11b-FITC (clone number: M1/70, BD Biosciences, CA, USA), CD45-APC (clone number: RA3-6B2, Biolegend, CA, USA) antibodies for 30 min at 4 °C in the dark. Rinsed twice with PBS, and finally re-suspended in 200 μL buffer for subsequent evaluation by flow cytometry (CYTEKTM NL-2000, China). FlowJo software (TreeStar, Ashland, OR, USA) was applied for data analysis. Flow cytometry is used to distinguish between resting and activated microglia in the brain based on the expression intensity of CD45 and CD11b. The resting microglia is labeled as CD45^low^CD11b^+^, and the activated microglia is defined as CD45^int^CD11b^+^^63–65^.

### Cell culture and viability analysis

BV2 cells were generous gifts from Prof. Tianjiao Xia, Nanjing University, and were cultured in DMEM containing 10% FBS at 37 °C with 5% CO2. In the in vitro experiment, BV2 cells were treated with sTREM-1 (0.1 μg/ml and 1 μg/ml) for 6 h, or use LY294002 (10 μM) pretreatment for 1 h in advance.

For the CCK8 experiment, BV2 cells (1 × 10^4^ cells/well) were seeded in 96-well plates to assess cell viability. Following overnight culture, cells were incubated with various concentrations of sTREM-1 (0.00625–25.6 μg/ml) for 24 h. Subsequently, 10 μL of CCK-8 reagent (Fcmacs, China) was added to each well and incubated for an additional 0.5–4 h. The absorbance at 450 nm was measured by a microplate reader (Bio Tek, Winooski, VT, USA).

The xCELLigence Real-Time Cell Analysis (RTCA) instrument (ACEA Biosciences, Hangzhou, China) was used to detect the proliferation of BV2 cells in real-time. Cells were harvested and diluted to a seeding density of 1 × 10^4^ cells/well and were seeded to the E-plate in 100 µL volume. The cell index was monitored every 5 min by the RTCA DP analyzer.

### RNA-seq and bioinformatic data analysis

BV2 cells were seeded into a six-well plate at a density of 2 × 10^5^ cells/well and cultured overnight (n = 4). Then, BV2 cells were incubated with sTREM-1 recombinant protein (1ug/mL) for 6 h. Total RNA from BV2 cells was extracted using TRIzol reagent (Vazyme Biotech, China). All analytical samples were sent to NovelBio (Shanghai NovelBio Bio-Pharm Technology Co., Ltd) for the RNA sequence assay. Briefly, total ribonucleic acid (RNA) from BV2 cells was extracted using Trizol reagent according to the manufacturer's instructions. The total RNA that had a standard of concentration ≥ 200 ng/μL, mass ≥ 10 μg, and RNA integrity number (RIN) ≥ 8.0 was subjected to RNA-Seq. Raw reads were pre-processed using FastQC software. Transcript expression levels were estimated using fragments per kilobase per million reads (FPKM) values and quantified by RSEM software. EdgeR software was used to identify differentially expressed genes. For functional enrichment analysis, all DEGs were mapped to terms in the GO databases, and then significantly enriched GO terms were searched for among the DEGs using *P* < 0.05 as the threshold. GO term analysis was classified into three subgroups, namely biological process (BP), cellular component (CC), and molecular function (MF). All DEGs were mapped to the KEGG database and searched for significantly enriched KEGG pathways at *P* < 0.05 level^66^. The datasets generated during and/or analyzed during the current study are available in the GEO repository with identifier GSE185830.

### Microglial phagocytosis detection

The phagocytic capacity of microglia was determined using the method described previously^67^. BV2 cells were seeded into a 24-well plate at a density of 5 × 10^4^ cells/well and cultured overnight. Pre-incubate FBS and 1-µm amine-modified polystyrene latex beads at 37 °C for 1 h at a ratio of 1:5, and then added the mixture to DMEM medium to ensure that the ratio of latex beads is 0.01%. After incubating the DMEM medium containing latex beads (Miltenyi Biotec, Germany) with the treated BV2 cells for 2 h. The number of fluorescent beads phagocytosed by BV2 could be detected by flow cytometry.

We co-cultured BV2 cells with HT22 cells to detect the change of phagocytosis on sTREM-1 treated BV2 cells. The BV2 cells and HT22 cells were co-cultured at a ratio of 1:3 for 24 h. Afterward, samples were collected for the corresponding testing.

### Statistical analysis

All data are presented as mean ± standard error of the mean (SEM), and each experiment included triplicate sets. Comparison between two means was done by Student’s t-test. Comparison between three or more means was done by one-way analysis of variance (ANOVA) with a Tukey’s multiple comparisons test. *P* < 0.05 was considered statistically significant. GraphPad Prism 7 was used for data analysis (GraphPad Software Inc., CA, USA).

### Ethical approval

All animal studies were approved by Institutional Animal Care and Use Committee, Nanjing University, and all experiments were performed in accordance with relevant guidelines and regulations.

## Results

### sTREM-1 induces hippocampal neurons damage in mice

In order to clarify the role of sTREM-1 infiltrating the brain, we injected sTREM-1 recombinant into the mice’s brains. After 24, 72, and 120 h post-injection, H&E staining was used to observe the neuronal morphology of the mice hippocampus. Compared with the control group, the number of neurons in the CA3 area was significantly reduced, and the cell structure was blurry after 24 h. After 72 h, a small amount of irregularly shaped neuronal cells appeared in the CA3 and DG areas. After 120 h, the neurons in the CA1 and CA3 areas were disorderly arranged, and their number was significantly reduced; irregular-shaped neuronal cells increased, and a large number of ghost cells appeared in the hippocampal DG area (Fig. 1A). These results indicated that sTREM-1 can directly destroy neuronal cell morphology and induce severe neuronal degeneration in a time-dependent manner.

In order to clarify the effect of sTREM-1 on hippocampal damage, we labeled the apoptotic cells in the mouse hippocampus by TUNEL staining (Fig. 1B). Compared with the CON group mice, the proportion of apoptotic cells in the hippocampus significantly increased in a time-dependent manner (Fig. 1B) (*P* < 0.05). At 120 h, the number of apoptotic cells in the mice hippocampus of the sTREM-1 group increased nearly 3 times compared to the control mice (Fig. 1B) (*P* < 0.001). In addition, the damaged neurons in the hippocampus by FJB staining showed that the number of FJB-positive dying neurons in the sTREM-1 group was significantly increased compared with the CON group (Fig. 1C) (*P* < 0.0001). These results suggested that sTREM-1 promotes hippocampal cells apoptosis and neurons damage.

**Figure 1:**
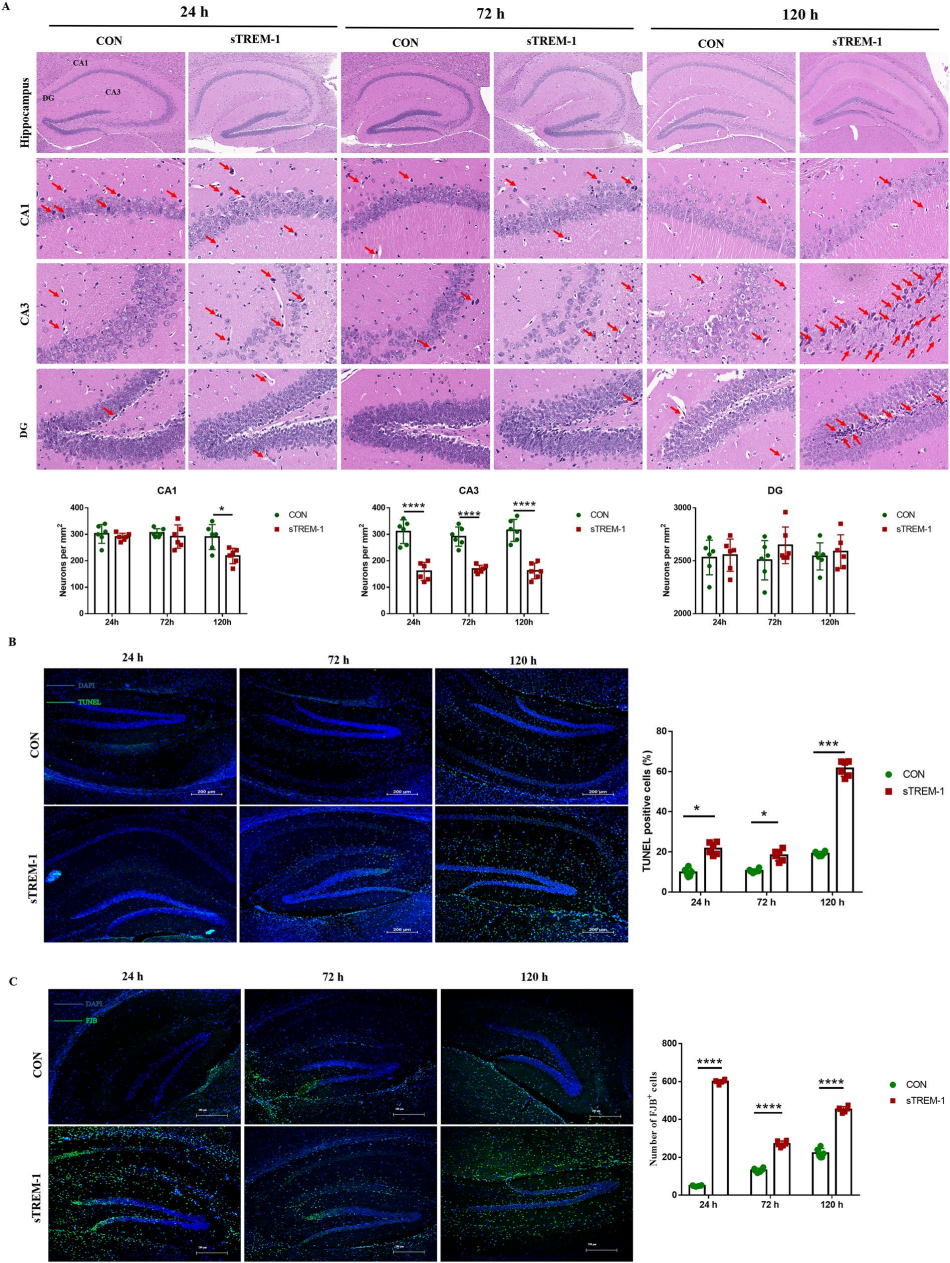
sTREM-1 induces hippocampal neurons damage in mice of mice. **(A)** H&E staining was used to observe the morphological changes of neurons in the CA1, CA3, and DG areas of the mouse hippocampus, n = 6. **(B)** Representative fluorescence image of hippocampal TUNEL staining of mice; scale bar is 200 μm; and the statistical analysis of the percentage of TUNEL positive cells in the entire hippocampus, n = 6. **(C)** Representative fluorescent images of hippocampal FJB staining of mice, scale bar is 200 μm; and the number of FJB positive cells in the entire hippocampus, n = 6. Data are presented as means ± SEM of at least three separate experiments, *P < 0.05, ***P < 0.001, ****P < 0.0001.

### sTREM-1 reduces the expression of synaptic markers in the hippocampus of mice

Phagocytosis is an important part of the innate immune response, which has a defensive role against pathogens during the infection process^68,69^. However, the excessive activation of microglia phagocytosis leads to synapses damage, thereby promoting neuronal degeneration^70,71^. Thus, we detected the expression of synaptic markers in the hippocampus of the CON and sTREM-1 groups. Compared with the CON group, the mRNA expression of *Dlg4* was down-regulated in a time-depended manner (Fig. 2A) (*P* < 0.01). Similarly, the protein PSD95 encoded by Dlg4 was also reduced (Fig. 2D,E). At the same time, the gene and protein levels of postsynaptic membrane markers SYN1 and Homer1 were similarly down-regulated (Fig. 2B–D,E) (*P* < 0.05). These results indicated that after ICV injection of sTREM-1, neuronal synapses were lost in the hippocampus of mice.

**Figure 2:**
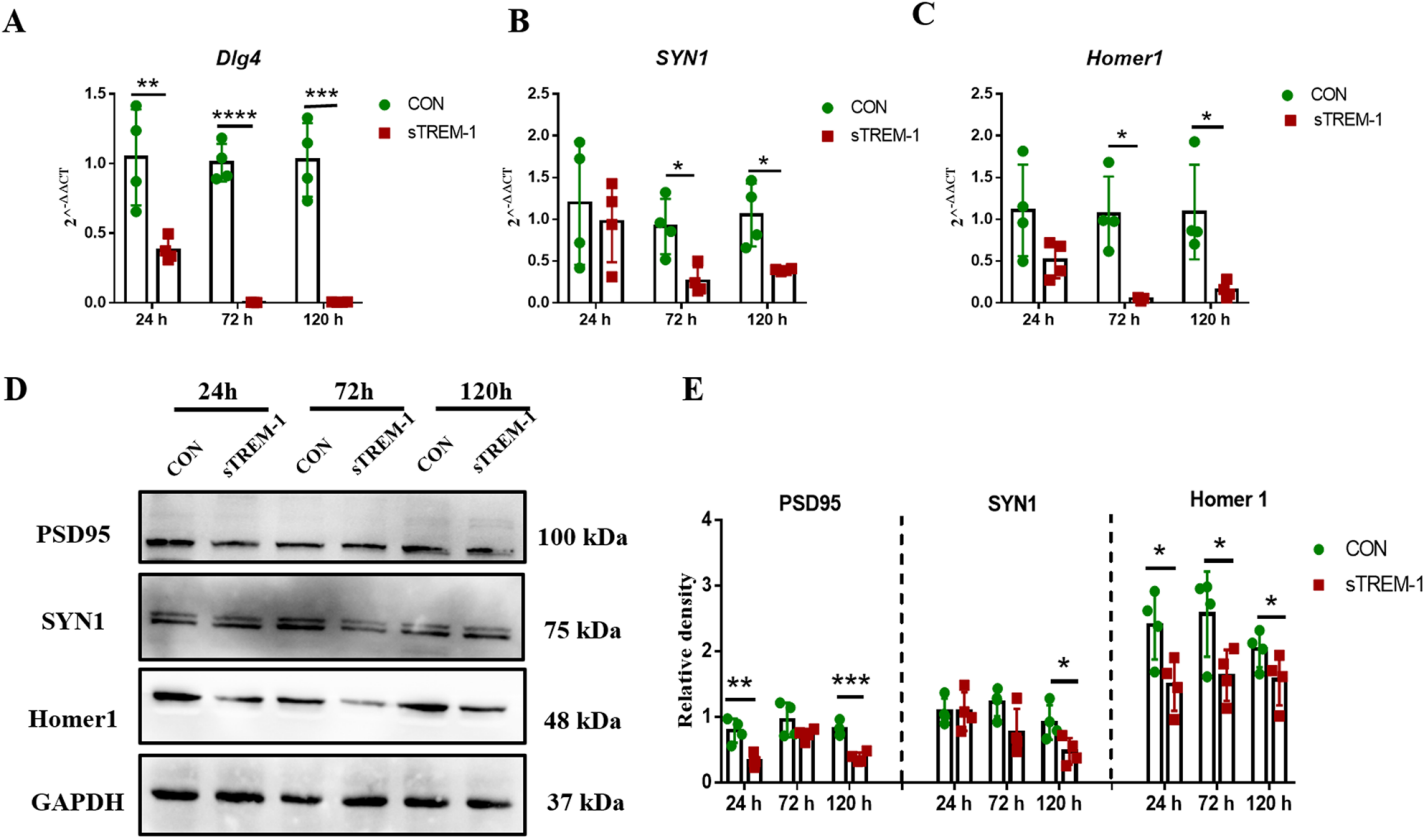
sTREM-1 reduces the expression of synaptic markers in the hippocampus of mice. **(A)** The mRNA expression levels of *Dlg4* in mouse hippocampus detected by Q-PCR, n = 4. **(B)** The mRNA expression levels of *SYN1* in mouse hippocampus detected by Q-PCR, n = 4. **(C)** The mRNA expression levels of *Homer1* in mouse hippocampus detected by Q-PCR, n = 4. **(D)** Representative western blot images of PSD95, SYN1, and Homer1 protein expression in mouse hippocampus, n = 4. **(E)** Quantitative analysis of PSD95, SYN1 and Homer1 protein level in mouse hippocampus, n = 4. Data are presented as means ± SEM of at least three separate experiments, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### sTREM-1 promotes the activation of microglia in vivo and in vitro

Microglia can be present in a resting state and an activated state. Under pathological conditions, resting microglia are activated, their branching increases and their phagocytosis is enhanced^72^. In order to clarify whether the synaptic loss was related to the enhanced phagocytosis of microglia, we detected the number and phenotypic changes of microglia in the hippocampus by flow cytometry (Fig. 3A). Compared with the 24 h-CON groups, the proportion of resting microglia in the 24 h-sTREM-1 group did not change, while the activated microglia significantly increased (Fig. 3B,C) (*P* < 0.05). However, in the 72 h-CON and 72 h-sTREM-1 groups, there were no differences in the proportion of resting and activated microglia (Fig. 3B,C). Contrary, in the 120 h-sTREM-1 group, both resting and activated microglia significantly increased (Fig. 3B,C) (*P* < 0.05).

**Figure 3:**
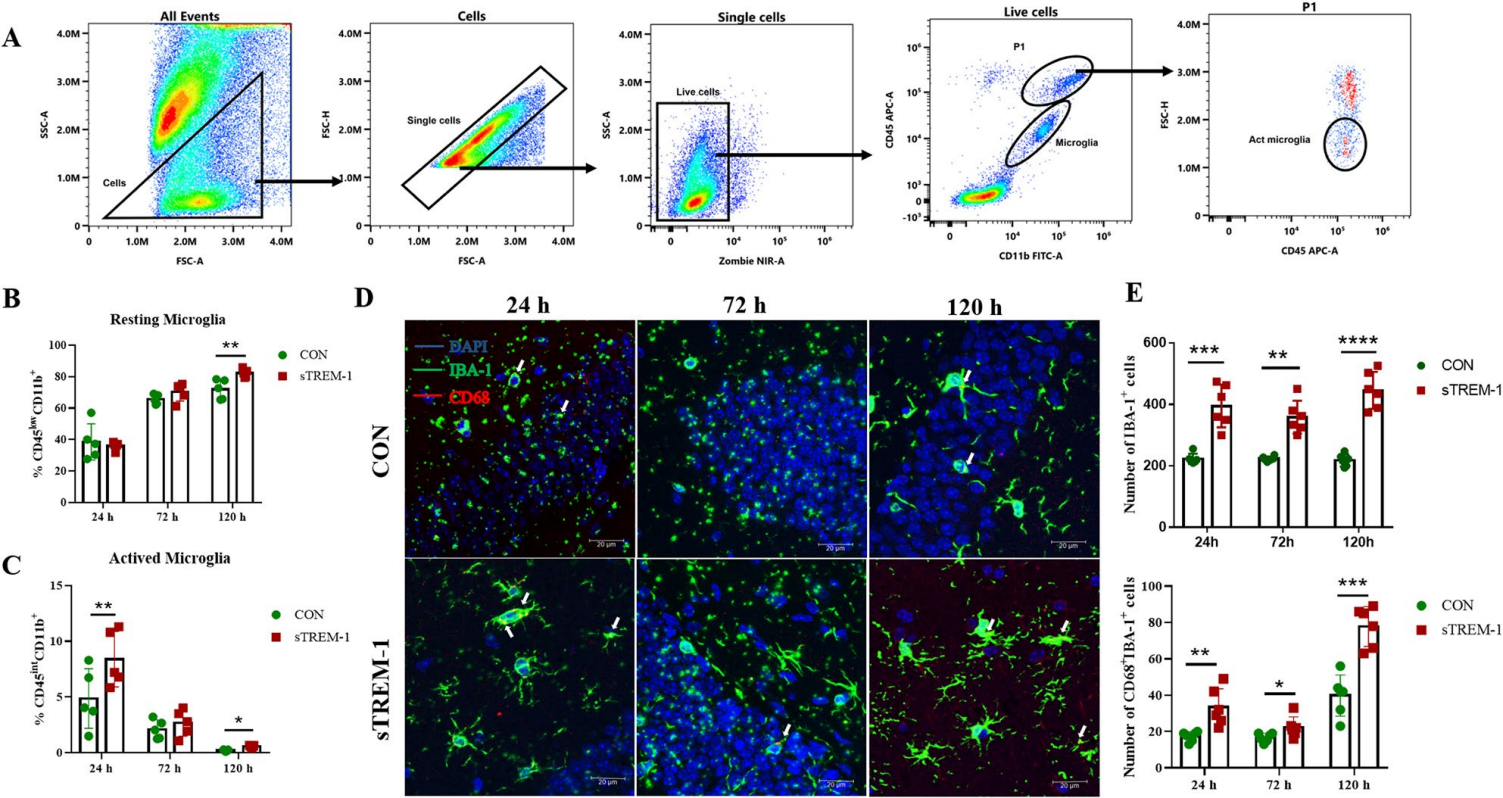
sTREM-1 promotes the activation of microglia in the hippocampus of mice. **(A)** The gating strategy of resting and activating microglia in the mouse hippocampus. **(B)** Quantitative analysis of the proportion of resting microglia in the hippocampus of per group mice, n = 5. **(C)** Quantitative analysis of the proportion of activated microglia in the hippocampus of each group mice, n = 4. **(D)** Representative image of IBA-1 and CD68 immunofluorescence double staining of the hippocampus in per group mice, where the white arrows indicated CD68^+^IBA-1^+^ cells, scale bar is 200 μm. **(E)** Quantitative analysis of IBA-1^+^, IBA-1 and CD68 double-positive cells, n = 6; Data are presented as means ± SEM of at least three separate experiments, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

In order to visualize the morphology of microglia, IBA-1 and CD68 immunofluorescence staining were used to analyze the morphology and activation status of microglia. The results showed that compared with the CON group, the total and branched microglia and the number of IBA-1^+^CD68^+^ cells in the sTREM-1 group significantly increased (Fig. 3D,E) (*P* < 0.05). These results indicated that sTREM-1 treatment increased the number of microglia in the hippocampus and promoted its polarization towards a pro-inflammatory phenotype.

Next, we treated BV2 cells with sTREM-1 to explore the regulation of microglia in vitro. First, CCK-8 was applied to seek a safe dose. The results showed that sTREM-1 promotes BV2 cells proliferation in a dose-dependent manner (Fig. 4A). Next, we selected 0.1 μg/mL and 1 μg/mL for follow-up experiments. Besides, RTCA also confirmed the proliferative effect of sTREM-1 on BV2 cells (Fig. 4B), which was consistent with the results of animal experiments. Flow cytometry showed that late apoptotic cells (Annexin V^+^PI^+^) were reduced after sTREM-1 treatment (Fig. 4C,D) (*P* < 0.001). Similarly, the western blot result showed that sTREM-1 up-regulated the expression of anti-apoptotic proteins Bcl-2, Bcl-XL, and down-regulated the expression of pro-apoptosis protein caspase-3 (Fig. 4E–G), which indicated that sTREM-1 reduces the apoptosis of BV2 cells. At the same time, we found that sTREM-1 intensified the differentiation of BV2 cells to the M1 phenotype and weakened their differentiation to the M2 phenotype (Fig. 4H–K). All the above results suggested that sTREM-1 promoted the activation of microglia in vivo and in vitro.

**Figure 4:**
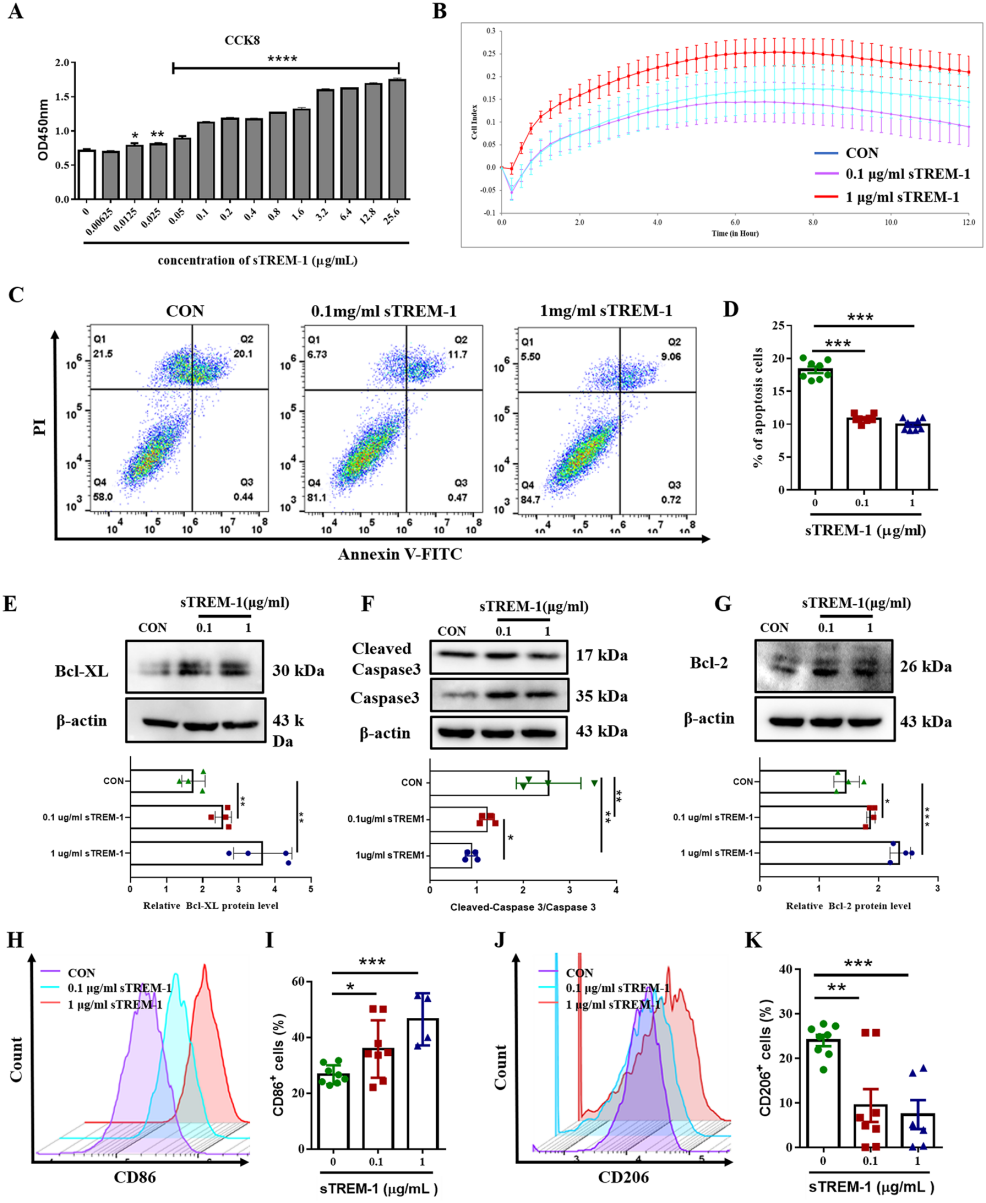
sTREM-1 promotes the activation of BV2 cells in vivo*.* **(A)** CCK-8 was used to detect the cytotoxicity of sTREM-1 on BV2 cells. **(B)** RTCA was used to detect the effect of sTREM-1 on the proliferation of BV2 cells in each treatment group. **(C)** Representative images of the apoptotic levels of BV2 cells in each treatment group were detected by flow cytometry. **(D)** The percentage of early apoptotic (Annexin V^+^PI^+^) cells in each treatment group. **(E)** Representative western blot images and quantitative analysis of Bcl-XL protein expression levels of BV2 cells in each treatment group. **(F)** Representative western blot images and quantitative analysis of caspase-3 protein expression levels of BV2 cells in each treatment group. **(G)** Representative western blot images and quantitative analysis of Bcl-2 protein expression levels of BV2 cells in each treatment group. **(H)** Representative images of M1 phenotype (CD86^+^) in BV2 cells by flow cytometry detection. **(I)** Quantitative analysis of the proportion of CD86^+^ BV2 cells in each treatment group. **(J)** Representative images of M1 phenotype (CD206^+^) in BV2 cells by flow cytometry detection**. (K)** Quantitative analysis of the proportion of CD206^+^ BV2 cells in each treatment group; Data are presented as means ± SEM of at least three separate experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### sTREM-1 enhances the phagocytosis of microglia

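BV2 cells, an immortalized line of mouse microglia, were left untreated (CON group) or were incubated with recombinant sTREM-1 protein at 1 μg/mL for 6 h, and their RNA was sequenced. The count table held 3 libraries of each group, while the methods give n = 4. According to the methods, the reads were checked with FastQC and quantified with RSEM, and edgeR was used to find differentially expressed genes. The aligner, genome build, annotation and strand are not named in the paper's text. The authors deposited whole-number counts per gene symbol, without normalization, for 46095 genes, of which 23335 had 0 counts in all 6 libraries. The counts summed to 40699904, 40779439 and 40663981 in CON replicates 1, 2 and 3, and to 45877107, 42819805 and 40070633 in sTREM-1 replicates 1, 2 and 3. Genes with too few counts were removed with edgeR's filterByExpr, which left 14120 genes. The libraries were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation between libraries of a group was 3.99%, so that small changes passed the test. Counts of 2 libraries of the same group differed by more than sampling noise, with a chi-square per gene between 3.34 and 4.68, against 18.2 to 20.0 for libraries of different groups, and each library was therefore kept as a replicate. The labels number the libraries of each group from 1 to 3. Deviations of same-numbered libraries from their group means correlated at -0.018, -0.033 and -0.014 across genes, which are not independent replicates. With the replicate number as a block, 4613 genes had an adjusted p-value under 0.05, of which 2474 were higher and 2139 lower after sTREM-1. The filter on low counts, the scaling and the rule for calling a gene changed are the choices that could alter these numbers.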

In order to clarify the regulation of sTREM-1 on microglial biological functions, we stimulated BV2 cells with sTREM-1 (1ug/mL) by RNA-seq; untreated BV2 cells were used as a control (Fig. 5A). Pathway-Analysis results showed that the phagocytosis of BV2 cells was significantly up-regulated after sTREM-1 stimulation (about 2.4 times, Fig. 5B). 

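The KEGG gene lists were not used here, and a phagosome list of 161 genes was compiled by hand from general knowledge of that pathway, of which 159 matched the count table and 101 were tested. Of these, 60 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, with 38 higher and 22 lower after sTREM-1. The list was over-represented among all genes called in this way, with an odds ratio of 2.32 (one-sided Fisher's exact test, p = 1.9e-05). Random lists matched on mean expression, an alternative added after the data were seen, held 54.6 called genes on average, and a share of 0.144 of 10000 such lists held at least 60. Without a filter on low counts the exact p was 1.3e-11, and calls with at least a 1.5-fold change left 2 higher and 2 lower genes and an exact p of 0.391. As a set, the phagosome genes were higher after sTREM-1 (limma's camera, two-sided, p = 0.0244), and with the replicate number as a block the camera p was 0.0179 and the exact p of the over-representation was 1.7e-06. The size of the change was small. The median fold change of the 101 genes was 1.03, and the middle of the list ran from -0.07 to 0.19 on the log2 scale between its quartiles. Within single libraries, the median ratio of the phagosome genes to their CON mean was 1.03 ± 0.00238 (SD, n = 3) in the sTREM-1 group and 1.00 ± 0.00405 (SD, n = 3) in the CON group (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Among the genes that rose, Cybb, on chromosome X of GRCm38 from 9435252 to 9487771, had 267 ± 6.44 CPM (SD, n = 3) in the CON group and 361 ± 0.880 CPM (SD, n = 3) after sTREM-1. Its log2 fold change was 0.43 (standard error 0.02, edgeR quasi-likelihood adjusted p = 2.1e-14). Tlr2, Msr1 and Ncf1 had log2 fold changes of 0.42, 0.40 and 0.35. The paper states from the pathway analysis in Fig. 5B that phagocytosis was up-regulated.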

The latex bead phagocytosis experiment further verified this phenomenon; after sTREM-1 treatment, the phagocytic efficiency of fluorescent beads by BV2 cells increased nearly three times (Fig. 5C,D) (*P* < 0.001). In addition, we co-cultured BV2 cells (treated with sTREM-1) with HT22 cells for 24 h to observe the phagocytosis of BV2 cells on synapses of HT22 cells. The results showed that the expression of the synaptic marker Homer1 on HT22 cells was significantly down-regulated after co-cultivation with sTREM-1-treated BV2 cells (Fig. 5E–G), while the protein level of SYN1 was down-regulated (Fig. 5F,G) (*P* < 0.05). These results indicated that sTREM-1 enhances the phagocytosis of BV2 cells.

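The phagosome list joins genes of different functions, and these did not move together. All 9 tested tubulin genes had a positive log2 fold change, with a median of 0.28, and 7 had an unadjusted p-value under 0.05. Of the 17 tested subunits of the V-ATPase, the proton pump that acidifies phagosomes and lysosomes, 9 were lower and 1 was higher at that threshold, with a median log2 fold change of -0.07. The higher subunit, Atp6v1e1, was named after its values were seen. It had 150, 2242 and 133 counts in the sTREM-1 libraries, and without sTREM-1 replicate 2 its log2 fold change was -0.20. Of the 7 tested MHC genes, 4 were higher and 1 was lower. The remaining 68 genes included 26 that were higher and 12 that were lower, with a median log2 fold change of 0.05. Tuba1b, on chromosome 15 of GRCm38 from 98931425 to 98934565, rose from 312 ± 7.04 to 439 ± 24.1 CPM (SD, n = 3 each), a log2 fold change of 0.49 (standard error 0.03, edgeR quasi-likelihood adjusted p = 6.4e-14). Its reads could have been split with closely similar tubulin genes. Colec12, a scavenger receptor gene on chromosome 18 from 9707595 to 9882644, fell from 581 ± 2.13 to 454 ± 2.83 CPM (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.02, edgeR quasi-likelihood adjusted p = 9.0e-14). The V-ATPase genes Atp6v1h, Atp6v0c, Atp6v1a and Atp6v1c1 had log2 fold changes of -0.31, -0.25, -0.18 and -0.18, and for each of them every sTREM-1 library lay below every CON library. Without the tubulin genes the camera p of the phagosome list was 0.299. The median fold change of the list was 1.026 without the tubulin genes and 1.055 without the V-ATPase genes.

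**Figure D1:**
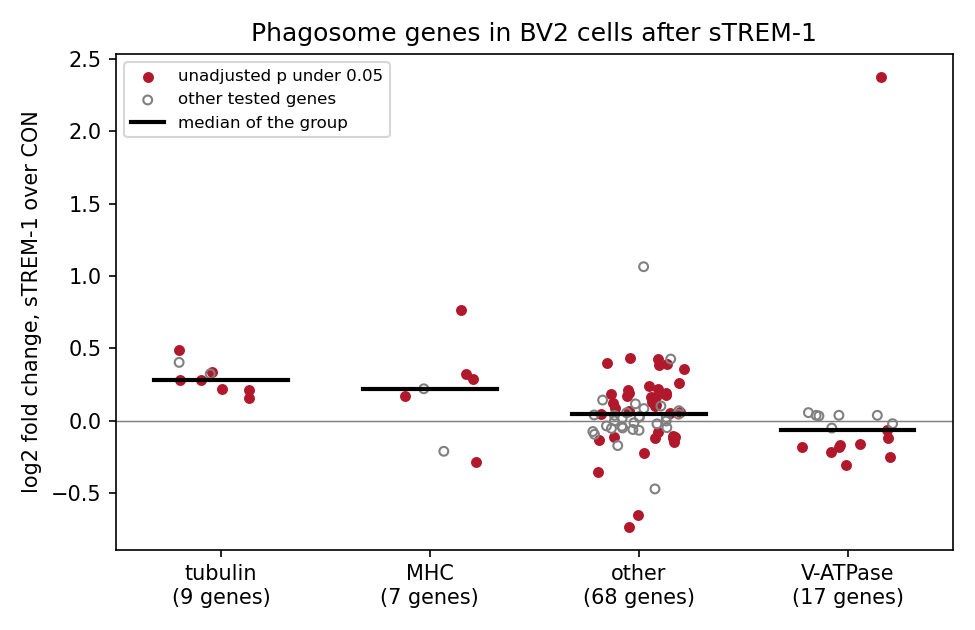
Log2 fold change of each tested phagosome gene (vertical axis, sTREM-1 over CON, 3 libraries per group) by part of the list (horizontal axis). Filled points have an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, open points are the other tested genes, and bars are medians. The tubulin points all lie above 0, and the V-ATPase median lies at -0.07.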

**Figure 5:**
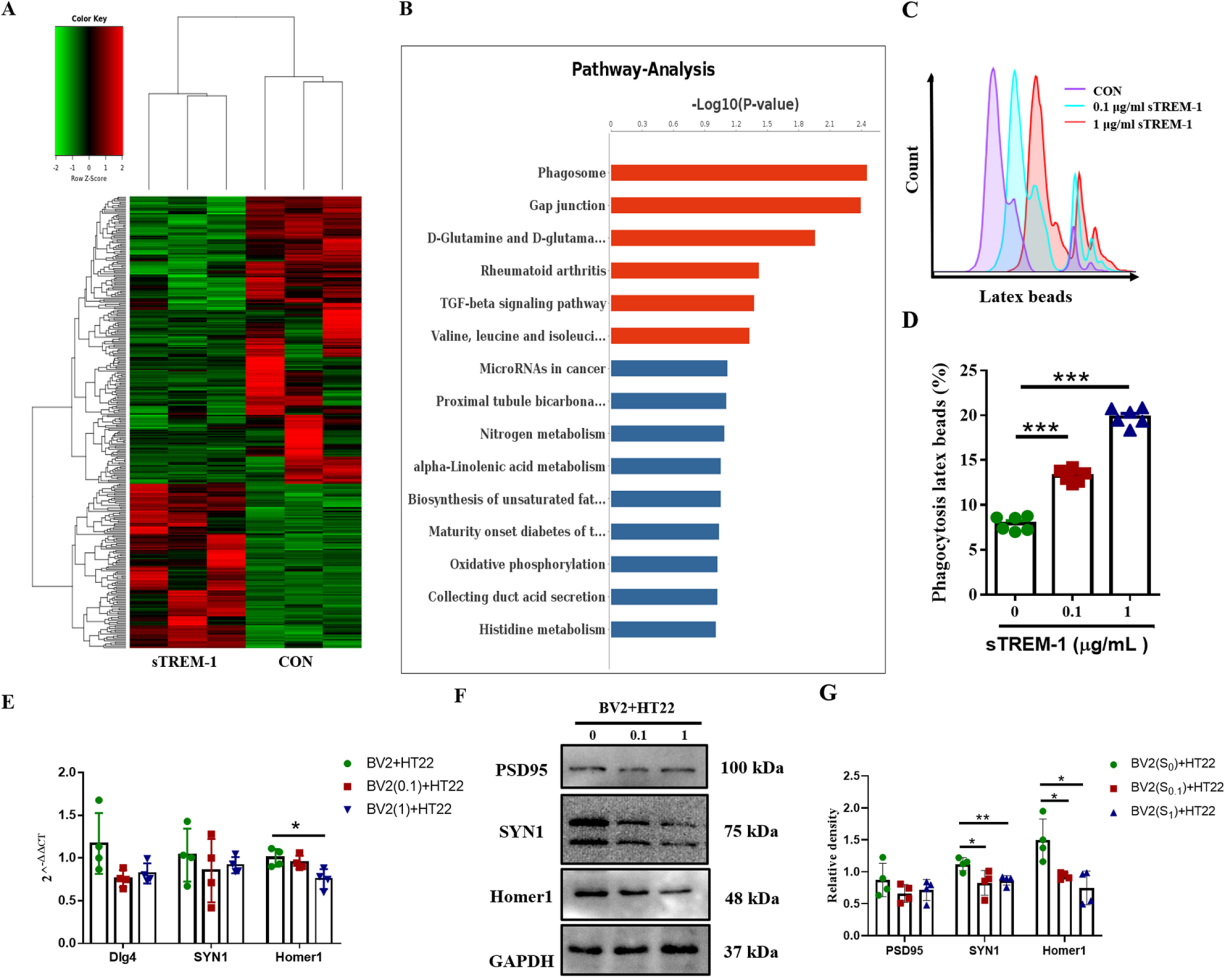
sTREM-1 enhances the phagocytosis of BV2 cells. **(A)** A heat map of all RNAs detected in the BV2 cells treated with or without sTREM-1 by transcriptomics sequencing. Red indicates upregulation; green indicates downregulation. **(B)** Pathway-Analysis diagram of BV2 cells in CON group and sTREM-1 treatment group. **(C)** Representative histograms of BV2 cells phagocytosis of latex beads were detected by flow cytometry in different treatment groups. **(D)** After BV2 cells were treated with sTREM-1, a phagocytic function test was performed, and the phagocytosis of BV2 cells was analyzed using flow cytometry. **(E)** The mRNA expression levels of *Dlg4*, *SYN1*, and *Homer1* in different HT22 cell groups by Q-PCR. **(F)** Representative western blot images of PSD95, SYN1, and Homer1 protein expression in different HT22 cell groups. **(G)** Quantitative analysis of Dlg4, SYN1, and Homer1 protein levels in different HT22 cell groups. Data are presented as means ± SEM of at least three separate experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

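After sTREM-1, 4312 of the tested genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 2324 were higher and 1988 were lower. Most changes were small, and the median absolute fold change of these genes was 1.15. With at least a 1.5-fold change as well, 130 genes were higher and 171 were lower. With at least a 2-fold change, a threshold added after the data were seen, 35 were higher and 70 were lower. The groups did not overlap for 40.7% of all tested genes, where chance gives 10%. The mean distance between libraries of different groups was 1.15 times that between libraries of the same group (exact permutation test, one-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The genes of smallest p-value, picked after the values were seen, included Scd2, which rose from 629 ± 18.5 to 1124 ± 30.6 CPM (SD, n = 3 each), a log2 fold change of 0.84. Ldha rose, with a log2 fold change of 0.46, while Odc1 and Il1rn fell, with log2 fold changes of -0.71 and -0.84. The genes of largest fold change had few counts. Notum, Ccdc146 and Gm39399 rose and Scn8a, Epha2, Amn1 and Gm15327 fell, and all 7 had a mean of less than 1.2 CPM in both groups. Ccdc146, Gm39399, Gm15327 and Epha2 lost significance in 5, 4, 4 and 3 of the 6 fits that each left out 1 library. Ufd1l rose from 0.781 ± 0.222 to 4.00 ± 2.26 CPM (SD, n = 3 each). Serf1 had 2, 2 and 3 counts in the CON libraries and 101, 11 and 92 counts after sTREM-1. Gstp1, whose reads could have been split with a near-identical copy, had 342, 61 and 310 counts in the CON libraries and 42, 28 and 25 counts after sTREM-1. The counts of Serf1 and Gstp1 varied at least 5-fold within a group.

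**Figure D2:**
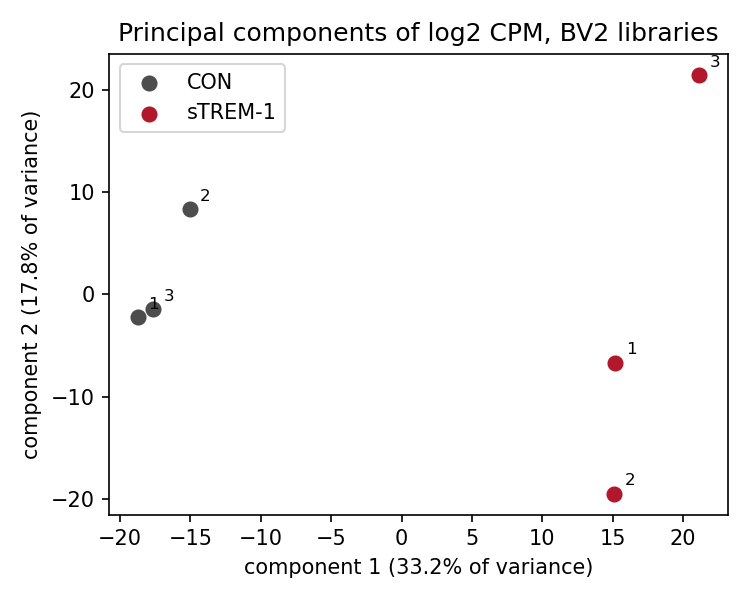
First and second principal components of the log2 CPM values of the 6 BV2 libraries, with CON libraries in grey, sTREM-1 libraries in red and numbers giving the replicate. Component 1, with 33.2% of the variance, parts the groups.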

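Gene lists for 4 other pathways of Fig. 5B were compiled in the same way and tested with a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 5 lists. The lists share genes, so their results are not independent. The tubulin genes are in both the gap junction and the phagosome list. The V-ATPase genes, among them Atp6v1e1, are in the phagosome, rheumatoid arthritis and oxidative phosphorylation lists. For gap junction, 32 of 55 tested genes had an unadjusted p-value under 0.05 (20 higher and 12 lower), with an exact p of 0.00264 and an adjusted p of 0.00440. For rheumatoid arthritis the called genes numbered 36 of 48 (17 higher and 19 lower), with an exact p of 3.4e-07 and an adjusted p of 1.7e-06. For TGF-beta signaling 31 of 56 genes were called (17 higher and 14 lower), with an exact p of 0.00837 and an adjusted p of 0.0105. For oxidative phosphorylation 51 of 114 genes were called (28 higher and 23 lower), with an exact p of 0.110, also 0.110 after adjustment. With the replicate number as a block, the adjusted exact p-values of these lists were 0.0127, 1.7e-07, 0.0115 and 0.0188 in the same order, so that oxidative phosphorylation then passed the threshold. With calls at an adjusted p-value under 0.05, TGF-beta signaling had an adjusted exact p of 0.2999. Among all tested genes, 38.7% had an unadjusted p-value under 0.05.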

### sTREM-1 activates the PI3K-AKT pathway in vivo and in vitro

A PI3K–AKT signaling pathway is a key pathway for TREM-1, TREM-2, and sTREM-2 to participate in brain injury^73–75^. However, the relationship between the sTREM-1 and PI3K–AKT signaling pathway has not yet been reported. In this study, we firstly examined the expression of PI3K and AKT in the hippocampus of mice and found that the mRNA level of *AKT* was significantly reduced after sTREM-1 treatment compared with the CON group (Fig. 6A); yet, no difference was found in *PI3K* gene expression (Fig. 6A). At the same time, the phosphorylation of AKT (p-AKT) protein significantly increased at different periods (Fig. 6B,C), and the expression of phosphorylated PI3K (p-PI3K) protein was up-regulated in the 120 h-sTREM-1 group (Fig. 6B,C). These results suggested that sTREM-1 induced hippocampal damage might be related to the activation of the PI3K-AKT pathway.

**Figure 6:**
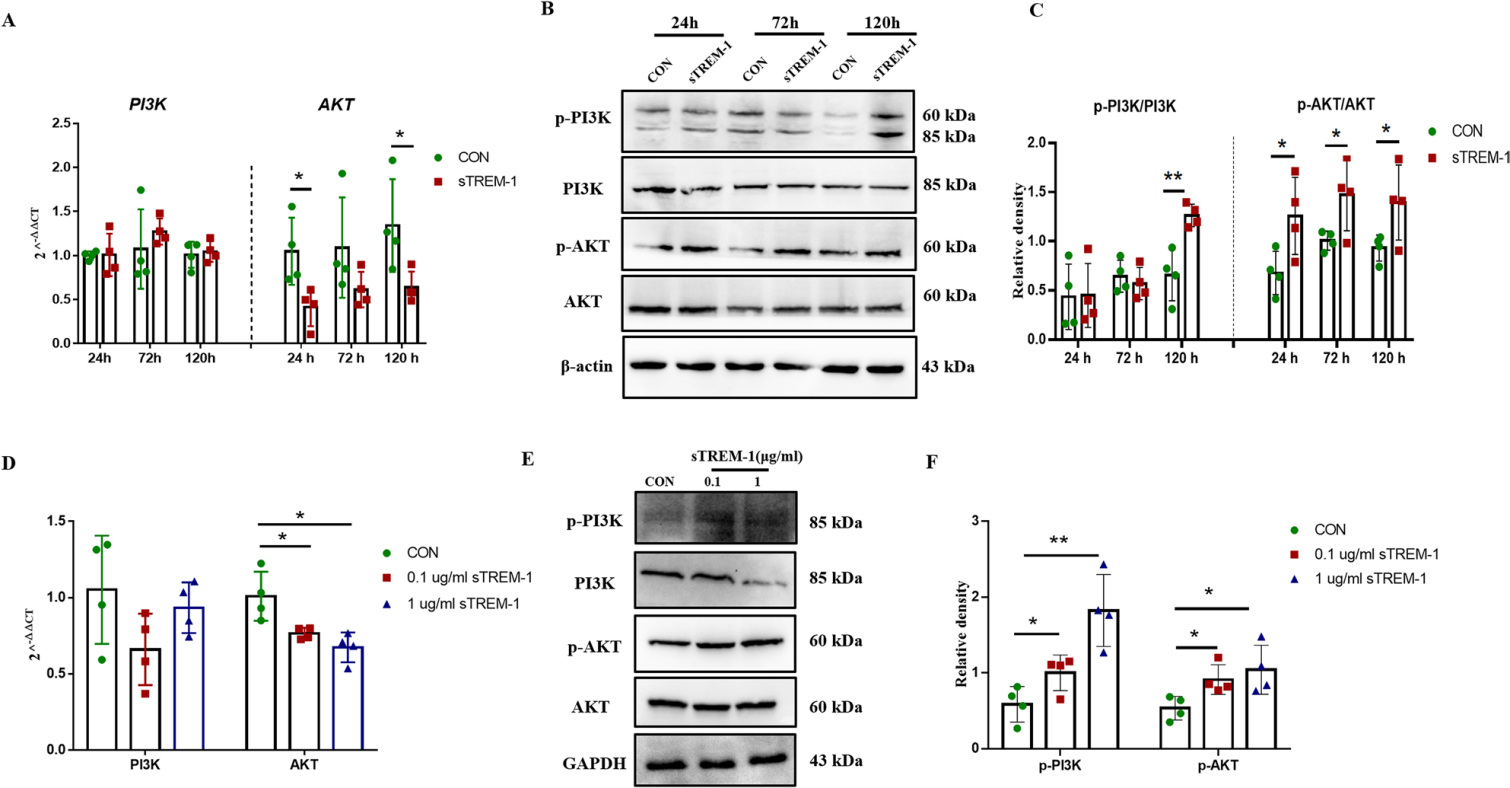
sTREM-1 activates the PI3K-AKT pathway in vivo and in vitro. **(A)** The mRNA expression levels of *PI3K* and *AKT* in mouse hippocampus detected by Q-PCR, n = 4. **(B)** Representative western blot images of p-PI3K, PI3K, p-AKT and AKT protein expression in mouse hippocampus. **(C)** Quantitative analysis of p-PI3K/PI3K and p-AKT/AKT protein level in mouse hippocampus, n = 4. **(D)** The mRNA expression levels of *PI3K* and *AKT* in different BV2 cells groups by Q-PCR, n = 4. **(E)** Representative western blot images of p-PI3K, PI3K, p-AKT, and AKT protein expression in different BV2 cell groups. **(F)** Quantitative analysis of p-PI3K/PI3K and p-AKT/AKT protein level in different BV2 cell groups, n = 4. Data are presented as means ± SEM of at least three separate experiments. *P < 0.05, **P < 0.01.

In order to clarify whether the influence of sTREM-1 on the PI3K-AKT signaling pathway was related to microglia, we stimulated BV2 cells with sTREM-1 to detect the expression of PI3K and AKT. Compared with the CON group, sTREM-1 treatment reduced the mRNA expression of *AKT* but showed no effect on *PI3K* (Fig. 6D). After sTREM-1 treatment, the levels of p-AKT and p-PI3K protein significantly increased (Fig. 6E,F); the above results were highly consistent with the situation in the hippocampus. Accordingly, we verified the activation of phagocytosis (phagocytosis of fluorescent microbeads and neuronal cells) in the primary microglia cells after sTREM-1 recombinant protein or LY294002 treatment and obtained similar results (Fig. S1A–C). These results suggested that sTREM-1 induces hippocampal through the activation of the PI3K–AKT pathway in microglia.

### Inhibition of the PI3K-AKT pathway reduces the phagocytic activation of microglia induced by sTREM-1

In order to clarify whether sTREM-1 regulates the phagocytosis of microglia through the PI3K-AKT signaling pathway, we injected PI3K-AKT inhibitor LY294002 15 min before sTREM-1 injection (Fig. 7A). LY294002 significantly suppressed the expression of p-AKT in the hippocampus (Figures S2A-C). Subsequently, we detected the expression of synaptic markers in the mouse hippocampus and found that inhibition of the PI3K-AKT signaling pathway reversed the down-regulation of synaptic markers after sTREM-1 treatment. After LY294002 treatment, the expression of synaptic markers PSD95, SYN1, and Homer1 significantly increased (Fig. 7B–D).

**Figure 7:**
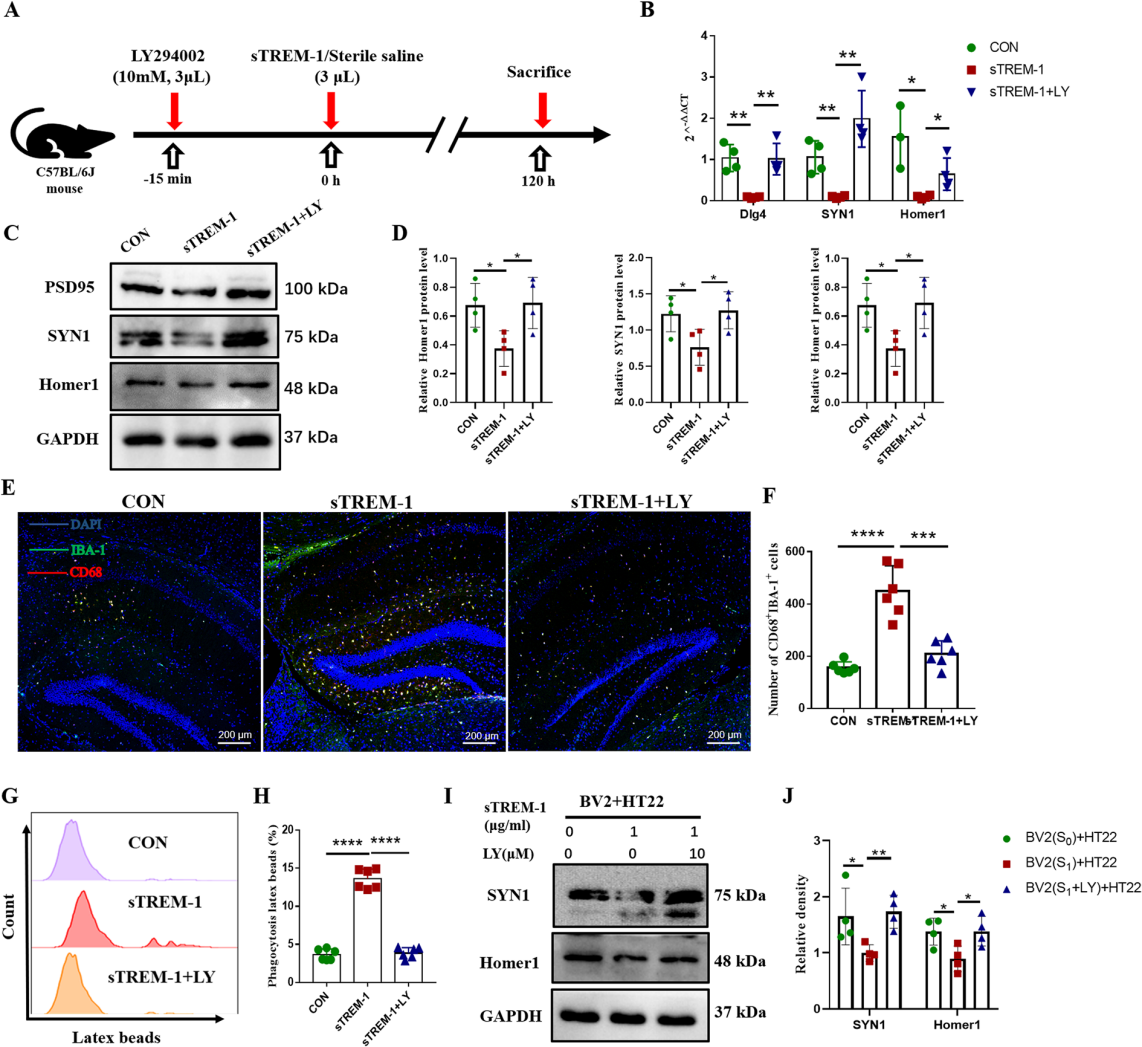
Inhibition of the PI3K–AKT pathway attenuates the phagocytic activation of microglia induced by sTREM-1. **(A)** The experimental plan was visualized. **(B)** The mRNA expression levels of *Dlg4*, *SYN1,* and *Homer1* in mouse hippocampus detected by Q-PCR, n = 4. **(C)** Representative western blot images of Dlg4, SYN1, and Homer1 protein expression in mouse hippocampus. **(D)** Quantitative analysis of PSD95, SYN1, and Homer1 protein level in mouse hippocampus, n = 4. **(E)** Representative image of IBA-1 and CD68 immunofluorescence double staining of the hippocampus in per group mice, scale bar is 200 μm. **(F)** Quantitative analysis of IBA-1 and CD68 double-positive cells, n = 6. **(G)** Representative histograms of BV2 cells phagocytosis of latex beads in different treatment groups detected by flow cytometry. **(H)** Phagocytosis in different BV2 cells groups detected by flow cytometry. **(I)** Representative western blot images of SYN1 and Homer1 protein expression in different HT22 cells groups. **(J)** Quantitative analysis of SYN1 and Homer1 protein level in different HT22 cells groups. Data are presented as means ± SEM of at least three separate experiments, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Immunofluorescence staining was used to detect the co-localization of CD68 and IBA-1 in the hippocampus. The increase of CD68^+^IBA-1^+^ cells mediated by sTREM-1 was significantly reduced after the PI3K-AKT pathway inhibition (Fig. 7E,F).

Next, we pretreated BV2 cells with LY294002 and detected the effect of sTREM-1 on phagocytosis in vitro. The results showed that LY294002 pretreatment significantly inhibited the phosphorylation of AKT (Fig. S2D–F). We also found that the phagocytosis of BV2 cells could not be activated by sTREM-1 after pre-treatment with LY294002 (Fig. 7G,H). In addition, the BV2 cells and HT22 cells co-cultivation experiment also proved that the PI3K-AKT pathway was inhibited in advance; the phagocytosis of BV2 cells could not be overactivated by sTREM-1 (Fig. 7I,J). These results suggested that sTREM-1 induced the activation of microglia phagocytosis depending on the PI3K-AKT pathway in vitro.

### Inhibition of PI3K-AKT signaling pathway improves sTREM-1 induced hippocampal injury in mice

The regulation of brain function and brain development is related to the PI3K–AKT signaling pathway^76–78^. We speculated that sTREM-1 induces brain damage through the activation of the PI3K–AKT pathway. Therefore, after inhibiting the PI3K–AKT pathway, we observed the effect of sTREM-1 on the hippocampus. Compared with the CON group, the number of neurons in the CA1 and CA3 regions of the hippocampus decreased, the structures were blurry, and the ghost cells in the CA3 and DG regions increased in the sTREM-1 group. After pre-treatment with LY294002, the number of neurons was rebound to a certain extent, the morphology of neurons was restored, and the number of ghost cells reduces (Fig. 8A). In addition, we also detected the damage of total cells and neurons in the hippocampus. TUNEL and FJB staining results indicated that the inhibition of the PI3K–AKT signaling pathway could attenuate the total cell and neuronal injury induced by sTREM-1 (Fig. 8B,C). These results suggested that sTREM-1 induced hippocampal damage through the activation of the PI3K–AKT pathway.

**Figure 8:**
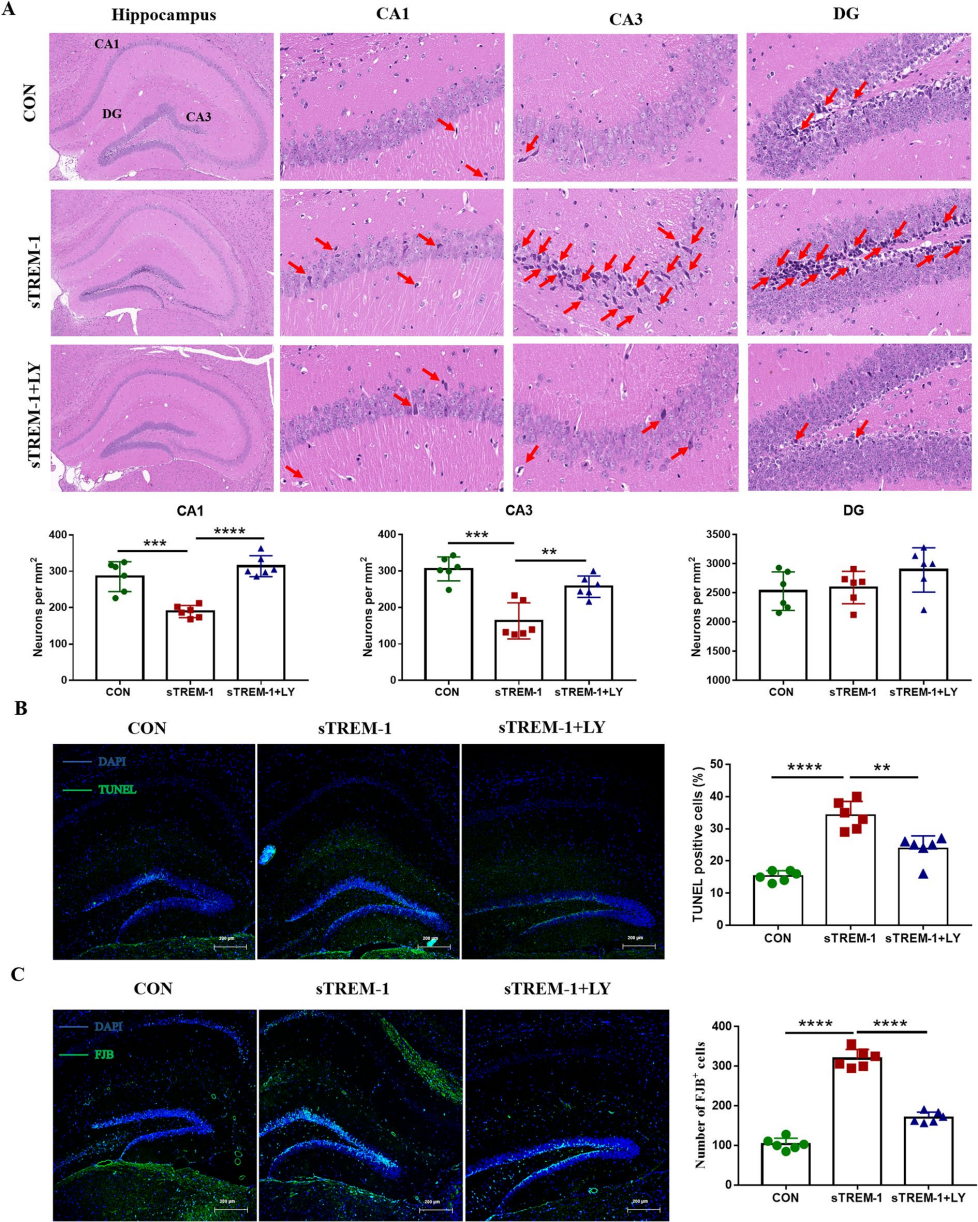
Inhibition of PI3K-AKT signaling pathway improves sTREM-1 induced hippocampal injury in mice. **(A)** H&E staining was used to observe the morphological changes of neurons in the CA1, CA3, and DG areas of the mouse hippocampus, n = 6. **(B)** Representative fluorescence image of hippocampal TUNEL staining of mice; scale bar is 200 μm; and the percentage of TUNEL positive cells in the entire hippocampus, n = 6. **(C)** Representative fluorescent images of hippocampal FJB staining of mice; scale bar is 200 μm; and the number of FJB positive cells in the entire hippocampus, n = 6. Data are presented as means ± SEM of at least three separate experiments, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

This study explored the potential effect of sTREM-1 on hippocampus damage and its molecular regulatory mechanism. Our results indicated that sTREM-1 recombinant protein enhances the phagocytosis of microglia by activating the PI3K–AKT signaling pathway, thus further inducing hippocampal damage. These data suggest that sTREM-1 might be a potential molecular target to regulate brain damage.

sTREM-1, a 27 kDa protein composed of the extracellular domain of mTREM-1, is present in various body fluids and was initially identified as a biomarker of infectious diseases^79–84^. Later on, it was discovered that plasma sTREM-1 participates in neurodegeneration and brain injury. In patients with AD, plasma sTREM-1 is significantly increased and has been associated with disease progression, dementia, and total Tau levels^85^. Xin-Gang Sun et al. reported that the increase of sTREM-1 is positively related to the severity of early brain injury induced by subarachnoid hemorrhage^29^, while its inhibition can impede the activation of microglia, reduce the destruction of the blood–brain barrier and neuronal damage, and improve short-term and long-term neurological function^86–88^.

Serum sTREM-1 has been considered a surrogate index for evaluating the severity and functional prognosis of patients with acute ischemic stroke^31^. A previous study indicated an increased TREM-1 in serum, spleen, and lymph nodes of B6.lpr mice. Apart from this, increased serum sTREM-1 was observed in patients with increased NPSLE compared with healthy subjects and was positively correlated with the severity of the disease^46^. In addition, the levels of sTREM-1 in the serum, brain tissue, and cerebrospinal fluid of NPSLE mice were also increased^27^. In this study, we injected sTREM-1 recombinant protein into the right lateral ventricle of mice and found altered neurons morphology and increased neurons death, thus suggesting that sTREM-1 may induce hippocampal neurons damage.

As an indispensable part of the brain's innate immune system, resident microglia can quickly respond to brain damage and neurological diseases^89^. On the one hand, microglia are activated after injury to participate in the regulation of neuronal damage and brain function^90^; on the other hand, as professional phagocytes, microglia regulate brain development through superior clearance effects^91^. Our results showed that sTREM-1 reduces the expression of synaptic markers and up-regulates the population of resting and activated microglia. Studies have shown that "activated microglia" are usually transformed from "resting microglia" in order to protect the CNS from neuronal damage and the subsequent neuroinflammatory response^92^. However, once microglia are over-activated, the inflammatory process is enhanced, leading to synaptic function and plasticity loss, cognitive deficits, and in turn, the occurrence of brain diseases, such as MS, AD, and PD^36^. Hence, activated microglia are considered to be a common pathological feature of neurodegenerative diseases^50–52^. Our results showed that hippocampal microglia were polarized towards the M1 (CD86^+^) pro-inflammatory phenotype, suggesting the activation of the phagocytic function of microglia^37,93^. Cell experiments further showed that sTREM-1 stimulation promoted proliferation and enhances the phagocytic function of BV2 cells.

Studies have shown that mTREM-1 is the positive regulator of immune cell phagocytosis. Tao et al. reported that mTREM-1 enhances the microglial phagocytosis in AD^94^. Inhibition of mTREM-1 in RAW264.7 cells can reduce its phagocytosis of lipids, while its activation enhances the ability of polymorphonuclear neutrophils to swallow latex beads^95^. sTREM-1 is a special form of TREM-1 that can be directly tested in human body fluids. Previous studies have shown that it serves as a decoy receptor in multiple models of sepsis, attenuating inflammation and markedly improving survival^7,96,97^. Nevertheless, recent extensive studies have found that sTREM-1 is a reliable biomarker for the diagnosis of infectious diseases, particularly in septic shock, and specifically indicates the TREM-1 pathway activation^98–100^. In respiratory diseases, sTREM-1 impairs the innate immune response and facilitates the development of serious secondary bacterial infections^14^. The above results suggest that the function of sTREM-1 is still not entirely clear. Although there is no clear report on whether the abnormal expression of sTREM-1 in the CNS is related to the excessive activation of microglia, TREM2, a member of the same family with TREM-1, is selectively expressed in microglia and is considered as a receptor for microglia phagocytosis, participating in the regulation of CNS homeostasis^101,102^. The activation of TREM-2 is involved in the anti-inflammatory process of microglia and may promote their phagocytosis^38,102,103^. Patients with TREM2-mutations have severe neurological sequelae^104^. Meanwhile, sTREM-2 appears to induce inflammation of microglia, and enhance their phagocytic function^73,105^. However, the effect of sTREM-1 on phagocytosis is still poorly understood. Our results indicated that sTREM-1 enhanced the phagocytic function of microglia, which filled the gap in the field.

Phosphatidylinositol 3-kinase (PI3K)-Serine/threonine kinase (AKT) pathway participates in the regulation of brain metabolism and synapse formation^76,78,106^. The activation of the PI3K–AKT pathway promotes the transfer of nuclear factor-κB (NF-κB) into the nucleus, thereby inducing inflammatory factors, aggravating the deterioration of the brain environment, and destroying the synaptic plasticity in the brain^77^. The activation of the PI3K–AKT signaling pathway is an important inducement of brain malformations^78^. If the PI3K–AKT signaling pathway is inhibited, inflammation can be alleviated, and brain damage caused by cold stress can be prevented^106^. In addition, the role of the PI3K–AKT signaling pathway in neurodegenerative diseases has also been widely explored^107^. Glycogen synthase kinase-3 beta (GSK-3β) in AD patients has a negative feedback regulation relationship with the PI3K-AKT signaling pathway. Activation of GSK-3β blocks the PI3K-AKT pathway in neural stem cells and increases the hyperphosphorylation of Tau protein to induce neurotoxicity^108,109^. Furthermore, the PI3K–AKT pathway is a key pathway for multiple members of the TREM family to exert a regulatory role. TREM-1 induces inflammation and lipid accumulation in human hepatoma cell line HepG2 and primary mouse hepatocytes by activating the PI3K-AKT pathway^74^. TREM-2 promotes the differentiation of osteoclasts, increases the production of inflammatory factors, and enhances the killing effect of bacteria in the murine macrophage cell line RAW264.7 through the PI3K–AKT pathway^75,110,111^. sTREM-2 is dependent on the PI3K–AKT pathway to induce inflammation of microglia, promoting their survival and enhancing its phagocytic function in vivo and in vitro^73,105^. In our experiment, we found that sTREM-1 activated the PI3K-AKT pathway in the mouse hippocampus and BV2 cells. Other studies have reported that the activation of the PI3K-AKT pathway is required for microglia to exert their phagocytic activity^112,113^. In order to investigate whether sTREM-1 mediates microglial activation and brain damage by activating the PI3K–AKT signaling pathway, we first inhabited the PI3K–AKT pathway before treating cells with sTREM-1. The results showed that inhibited PI3K–AKT signaling pathway could reduce the activation of microglial phagocytosis and brain damage mediated by sTREM-1.

Our study first reported that sTREM-1 enhances microglial phagocytosis by activating the PI3K–AKT pathway, after which excessive phagocytosis of the neuronal synapse induces hippocampal damage. This research indicated that sTREM-1 could be a potential therapeutic target for brain injury.

## Supplementary Information

Supplementary Figures.

Supplementary Figures.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository with the identifier GSE185830.

## Abbreviations

SLE: Systemic lupus erythematosus
NPSLE: Neuropsychiatric systemic lupus erythematosus
AD: Alzheimer’s disease
PD: Parkinson's disease
MS: Multiple sclerosis
CNS: Central nervous system
FJB: Fluoro-Jade B
HE: Hematoxylin–eosin stain
Homer1: Homer scaffold protein 1
mTREM-1: Membrane-bound triggering receptor expressed on myeloid cells -1
sTREM-1: Soluble triggering receptor expressed on myeloid cells -1
PFA: Paraformaldehyde
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
PI3K: Phosphatidylinositol 3 kinase
PSD95: Postsynaptic density protein 95
SYN1: Synapsin I

# Supplementary material for: sTREM-1 promotes the phagocytic function of microglia to induce hippocampus damage via the PI3K–AKT signaling pathway
**Source:** Sci Rep. 2022 Apr 29;12:7047. doi: 10.1038/s41598-022-10973-8
**Supplement:** Supplementary file 1 — Supplementary Figures.

# **sTREM-1 promotes the phagocytic function of microglia to induce hippocampus damage via the PI3K-AKT signaling pathway**

Li Lu<sup>1,2#</sup>, Xuan Liu<sup>1,2#</sup>, Juanhua Fu<sup>1,2#</sup>, Yayi Hou<sup>1,2\*</sup>, Huan Dou<sup>1,2\*</sup>

<sup>#</sup> These authors contributed equally to this work.

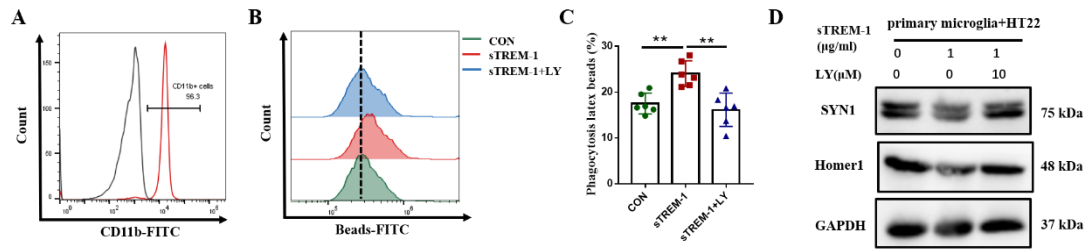

**Supplementary Fig. 1 sTREM-1 enhances the phagocytosis of primary microglia by activating the PI3K-AKT pathway.**

(A) Validation of the purity of primary microglia obtained by flow cytometry; (B) After primary microglia were treated with sTREM-1 (2 μg/mL), a phagocytic function test was performed, and the phagocytosis of primary microglia was analyzed using flow cytometry. Representative histograms of primary microglia phagocytosis of latex beads detected by flow cytometry in different treatment groups; (C) Quantitative analysis of Figure B; (D) Representative western blot images of SYN1 and Homer1 protein expression in different HT22 cell groups. Data are presented as means ± SEM of at least three separate experiments. \*\* $P < 0.01$ .

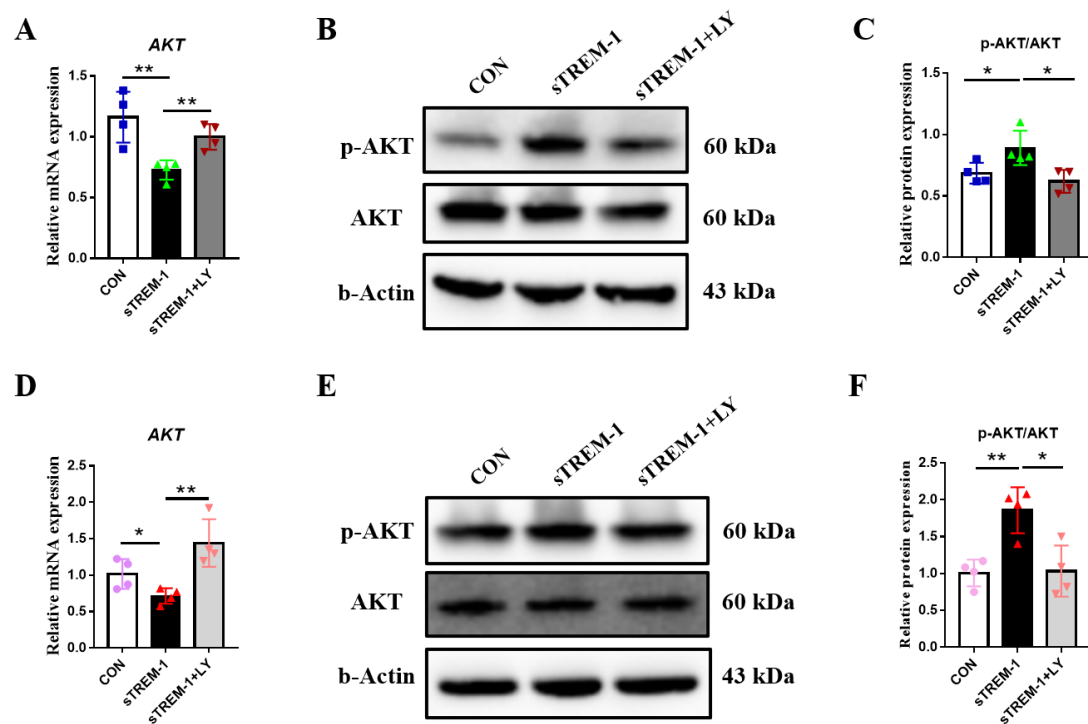

**Supplementary Fig. 2 LY294002 inhibits phosphorylation of AKT in vivo and in vitro.**

(A) The mRNA expression levels of AKT in mouse hippocampus was detected by Q-PCR,  $n=4$ ; (B) Representative western blot images of p-AKT and AKT protein expression in mouse hippocampus; (C) Quantitative analysis of p-AKT/AKT protein level in the mouse hippocampus,  $n=4$ ; (D) The mRNA expression levels of AKT in BV2 cells was detected by Q-PCR,  $n=4$ ; (E) Representative western blot images of p-AKT and AKT protein expression in BV2 cells; (F) Quantitative analysis of p-AKT/AKT protein level in BV2 cells,  $n=4$ ; Data are presented as means  $\pm$  SEM of at least three separate experiments.  $*P < 0.05$ ,  $**P < 0.01$ .

# Supplementary material for: sTREM-1 promotes the phagocytic function of microglia to induce hippocampus damage via the PI3K–AKT signaling pathway
**Source:** Sci Rep. 2022 Apr 29;12:7047. doi: 10.1038/s41598-022-10973-8

**Supplemental Figure 1. Full Western Blot Images for Figure 2 D.**

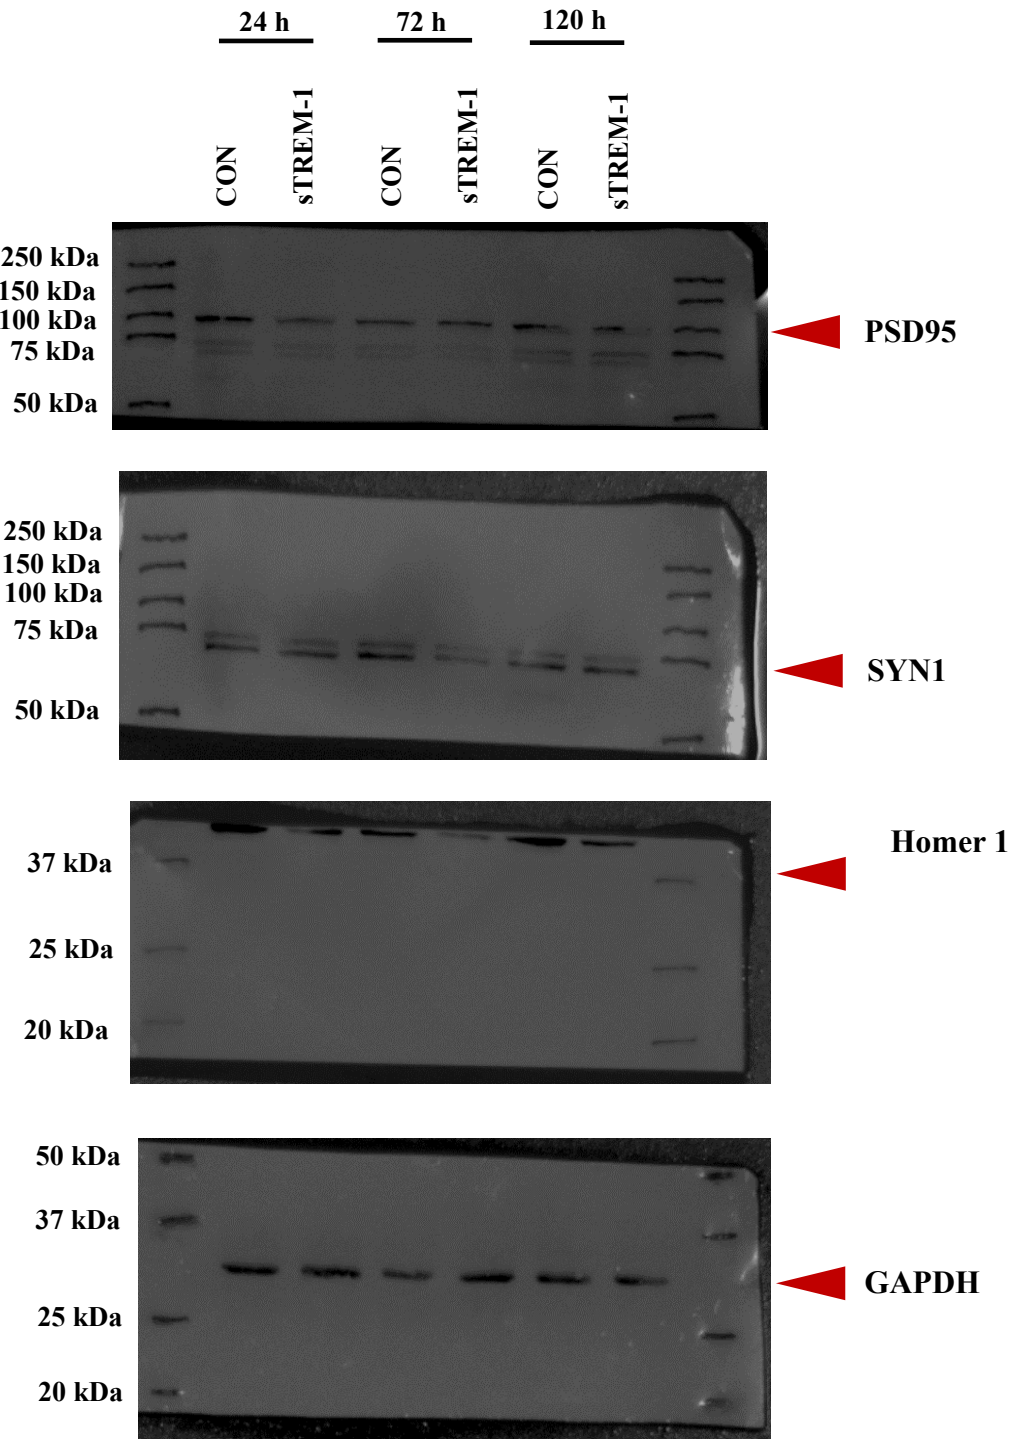

**Supplemental Figure 2. Full Western Blot Images for Figure 4 E-G.**

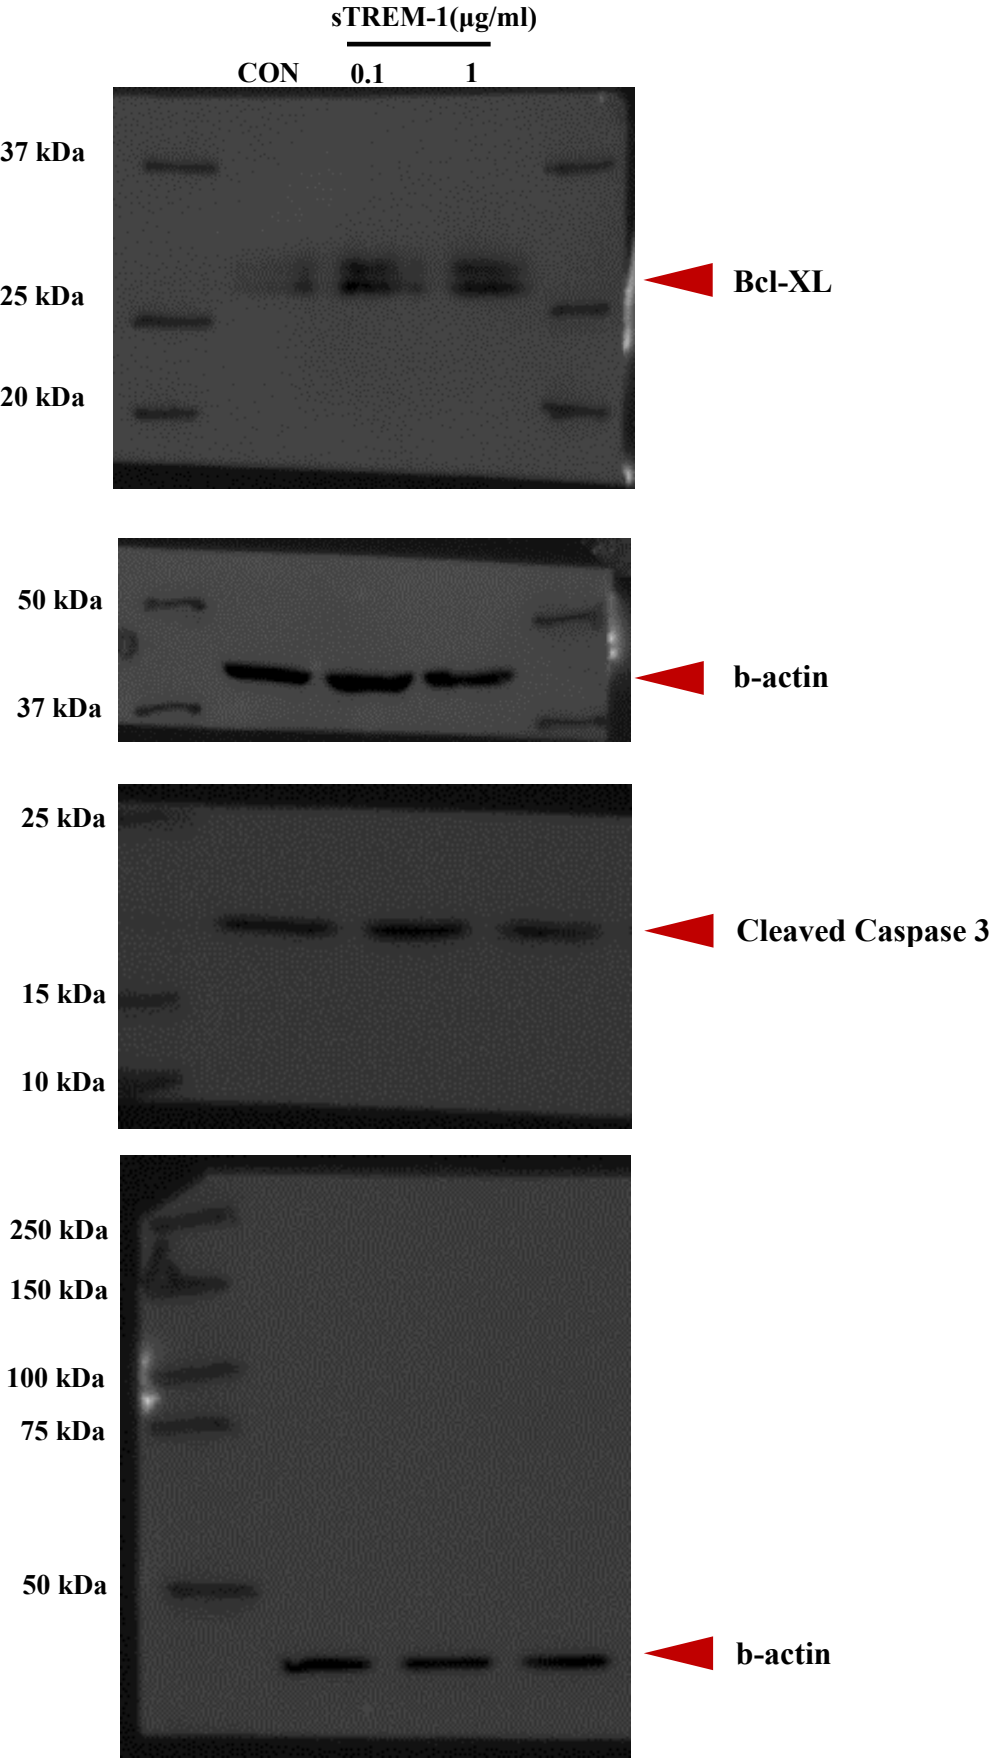

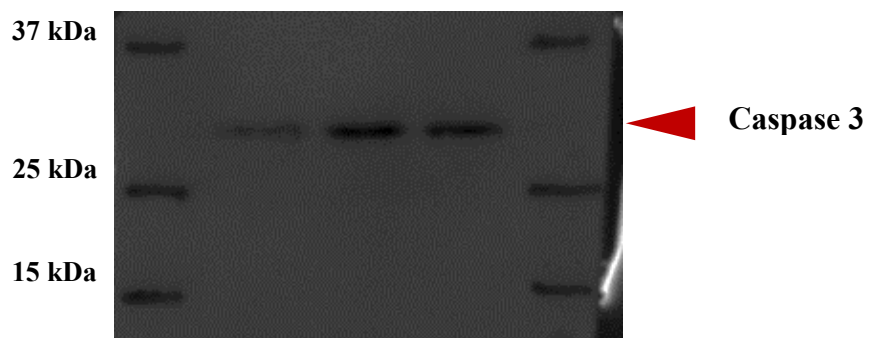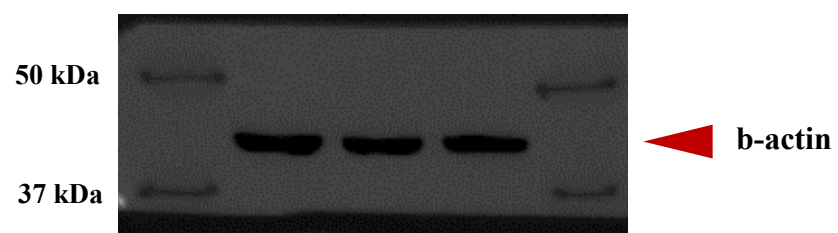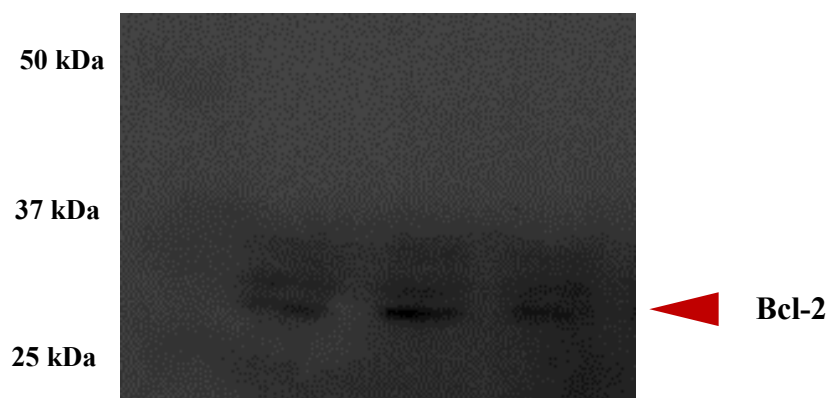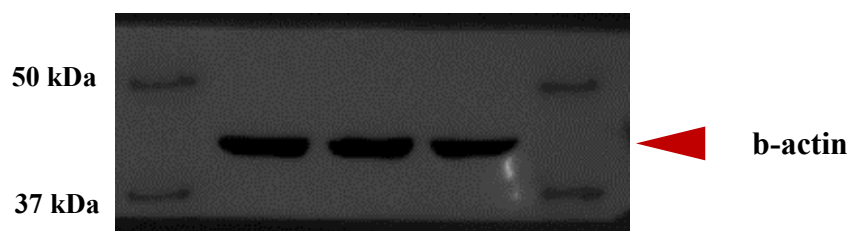

**Supplemental Figure 3. Full Western Blot Images for Figure 5 F.**

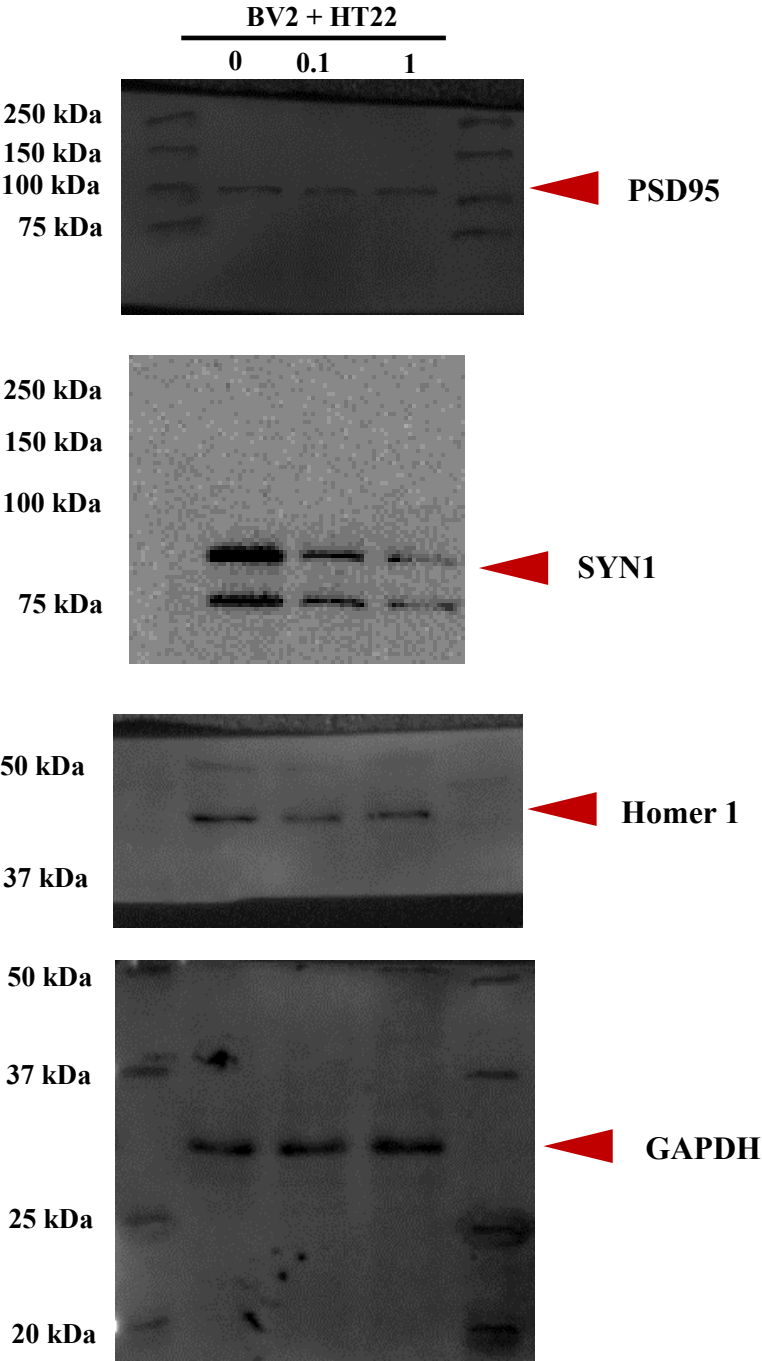

Supplemental Figure 4. Full Western Blot Images for Figure 6 B.

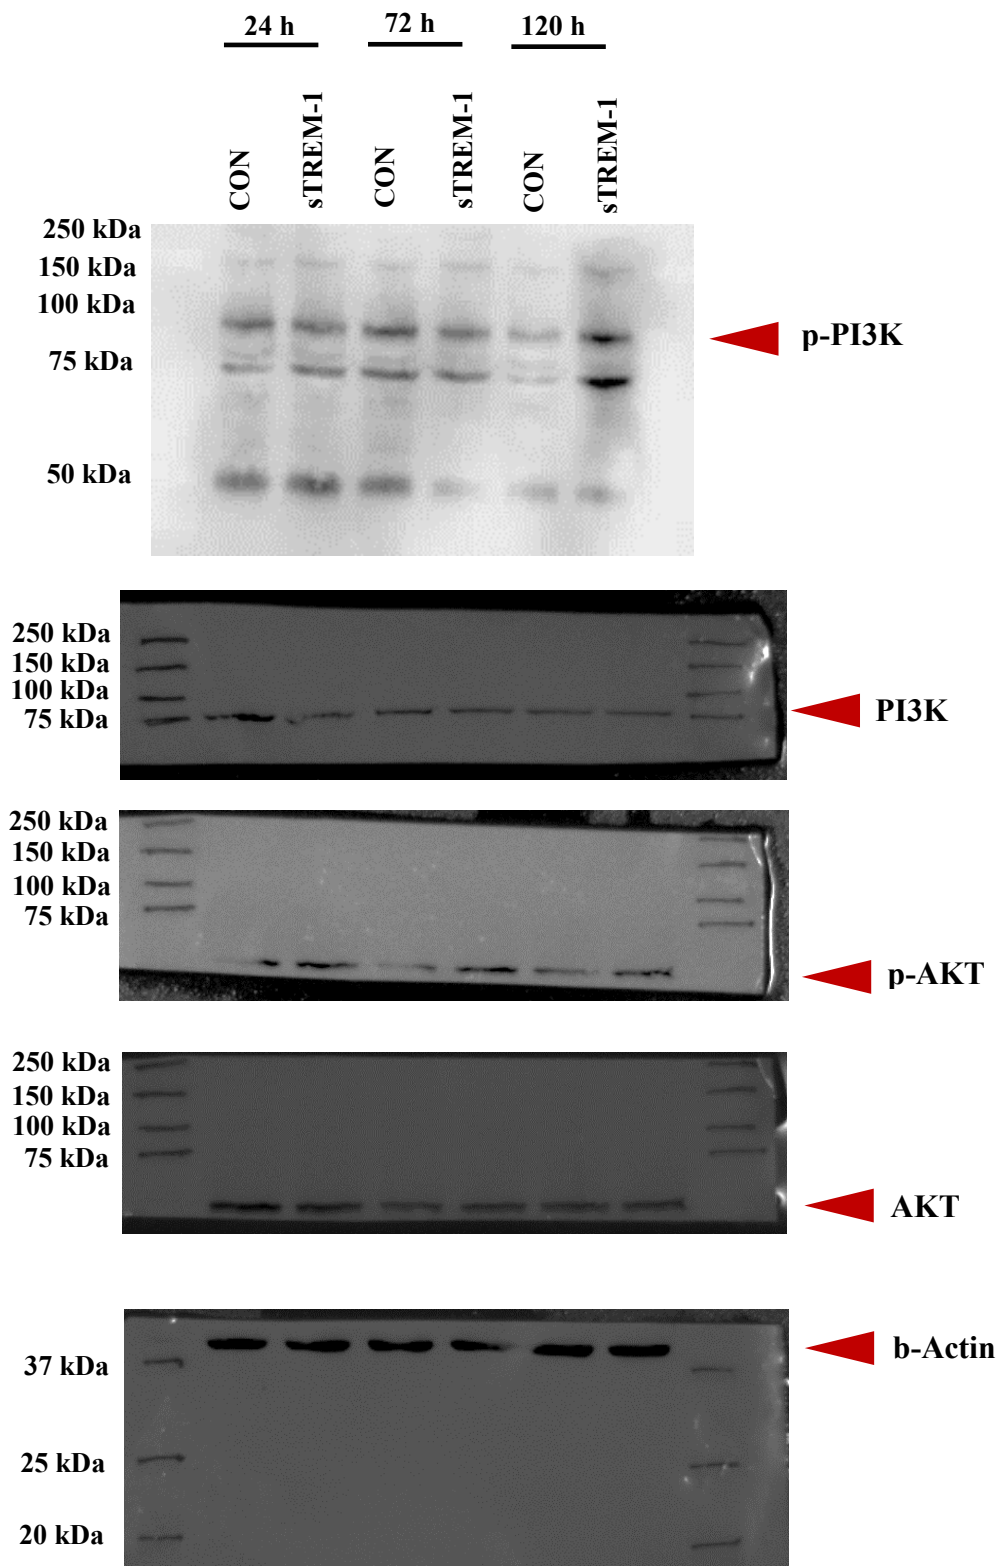

**Supplemental Figure 5. Full Western Blot Images for Figure 6 E.**

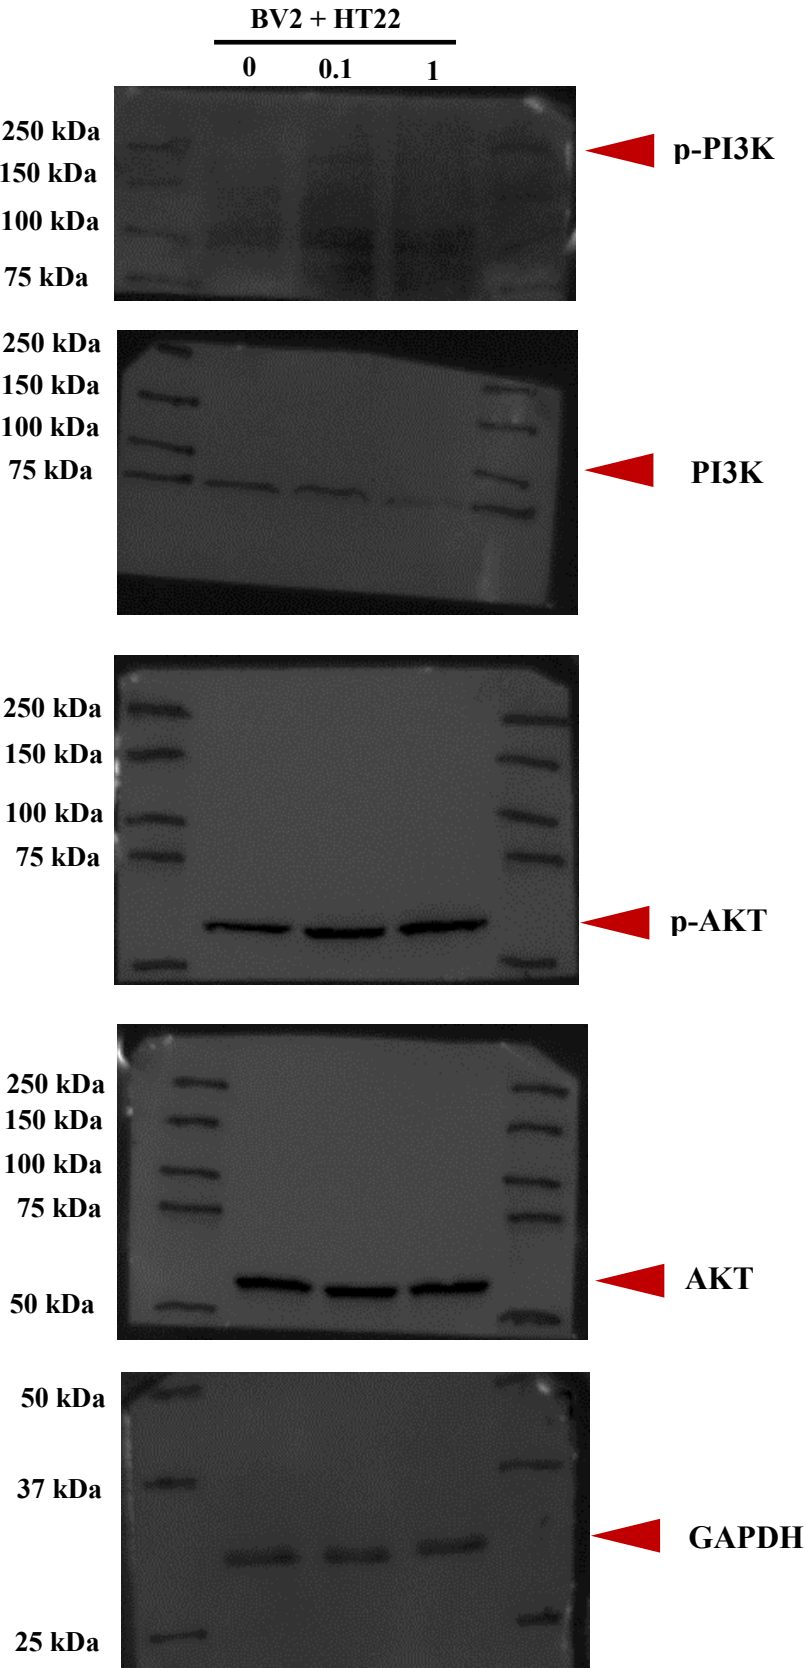

**Supplemental Figure 6. Full Western Blot Images for Figure 7 C.**

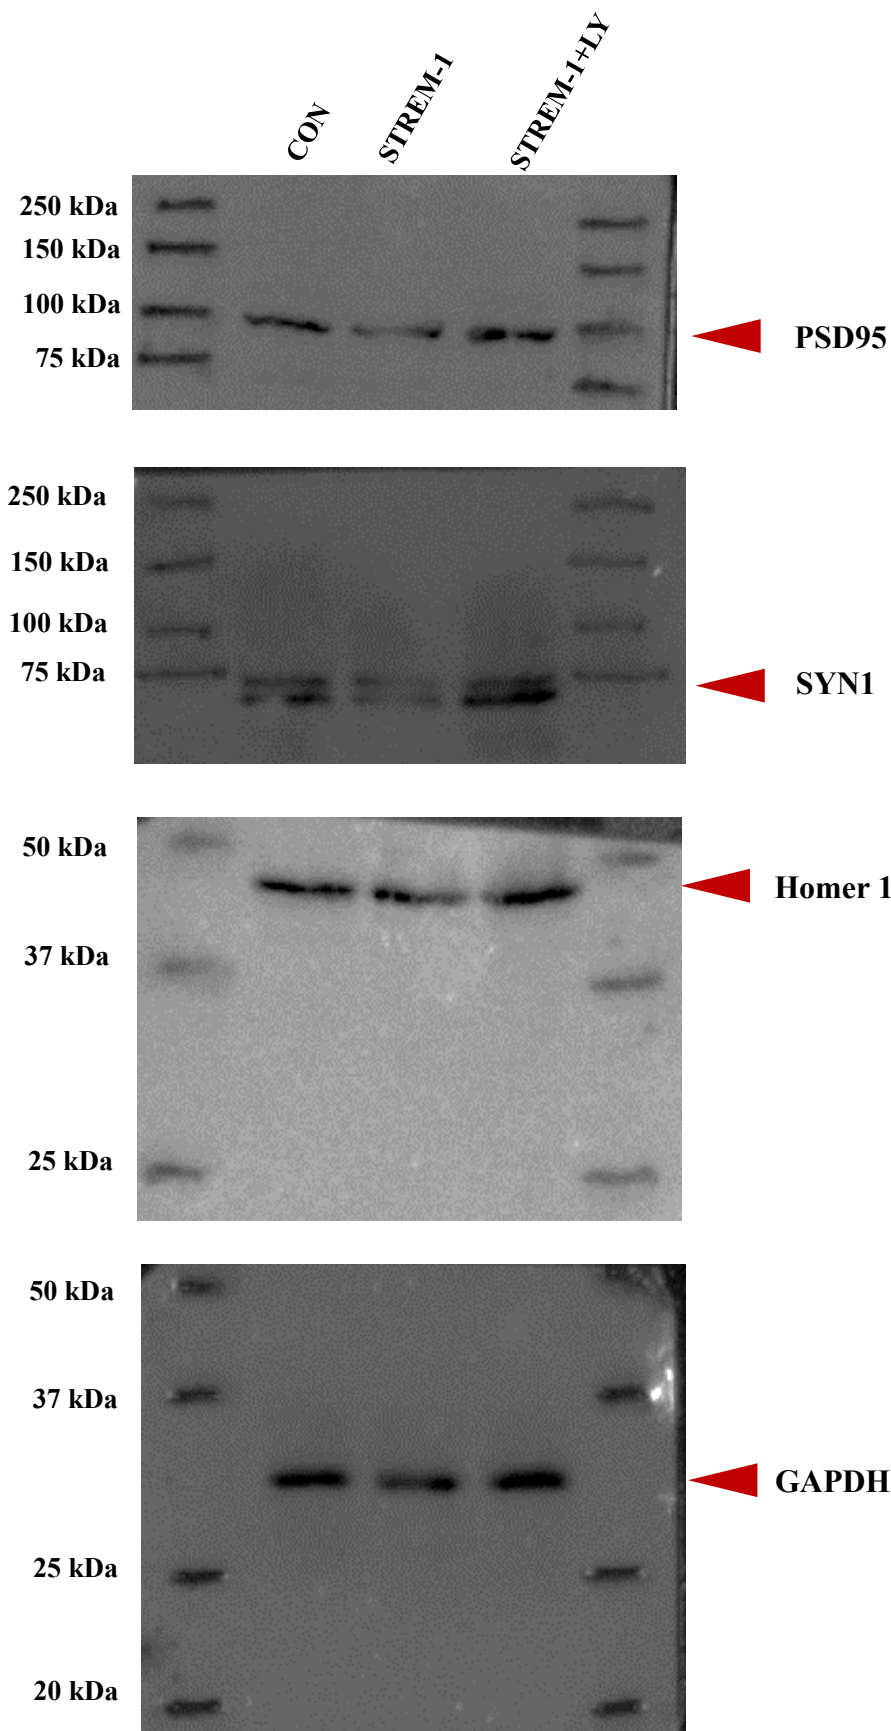

**Supplemental Figure 7. Full Western Blot Images for Figure 7 I.**

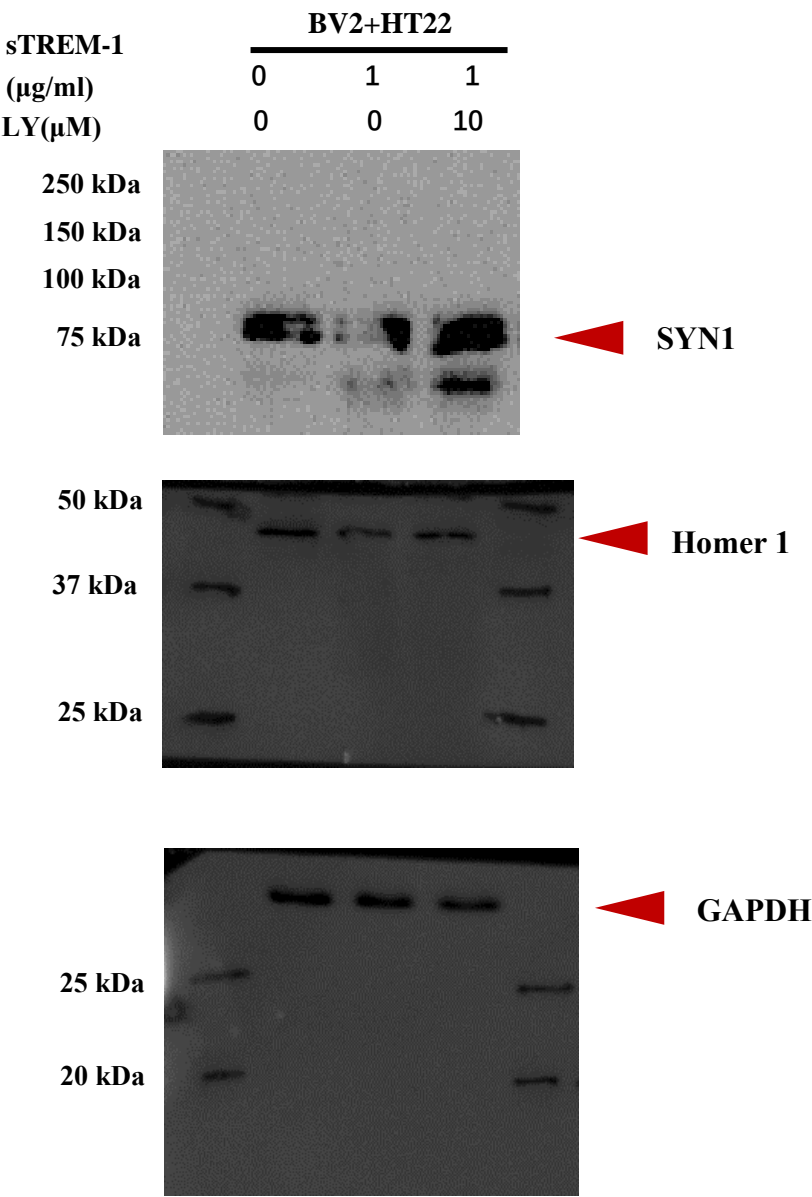

**Supplemental Figure 8. Full Western Blot Images for Supplemental Figure 1 C.**

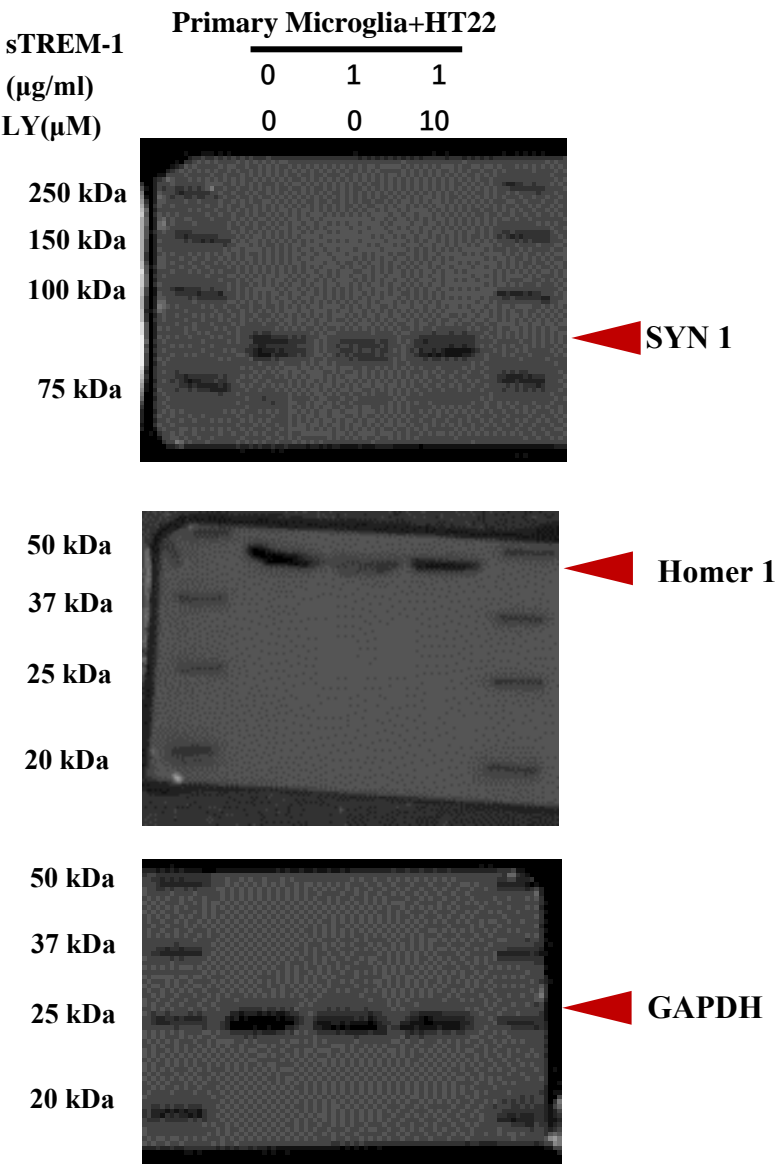

**Supplemental Figure 9. Full Western Blot Images for Supplemental Figure 2 B.**

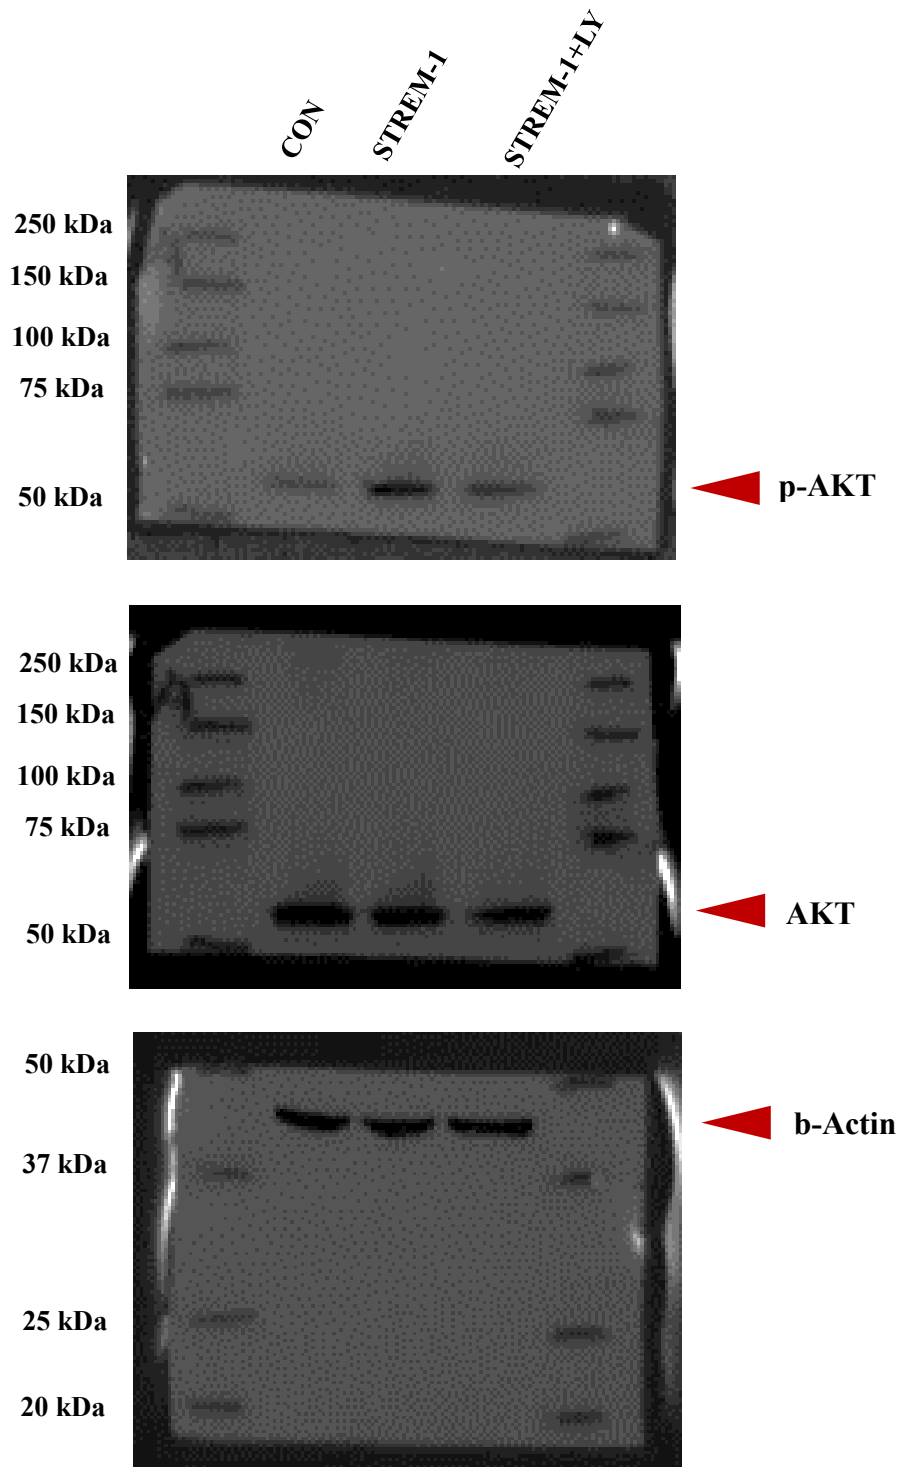

**Supplemental Figure 10. Full Western Blot Images for Supplemental Figure 2 E.**

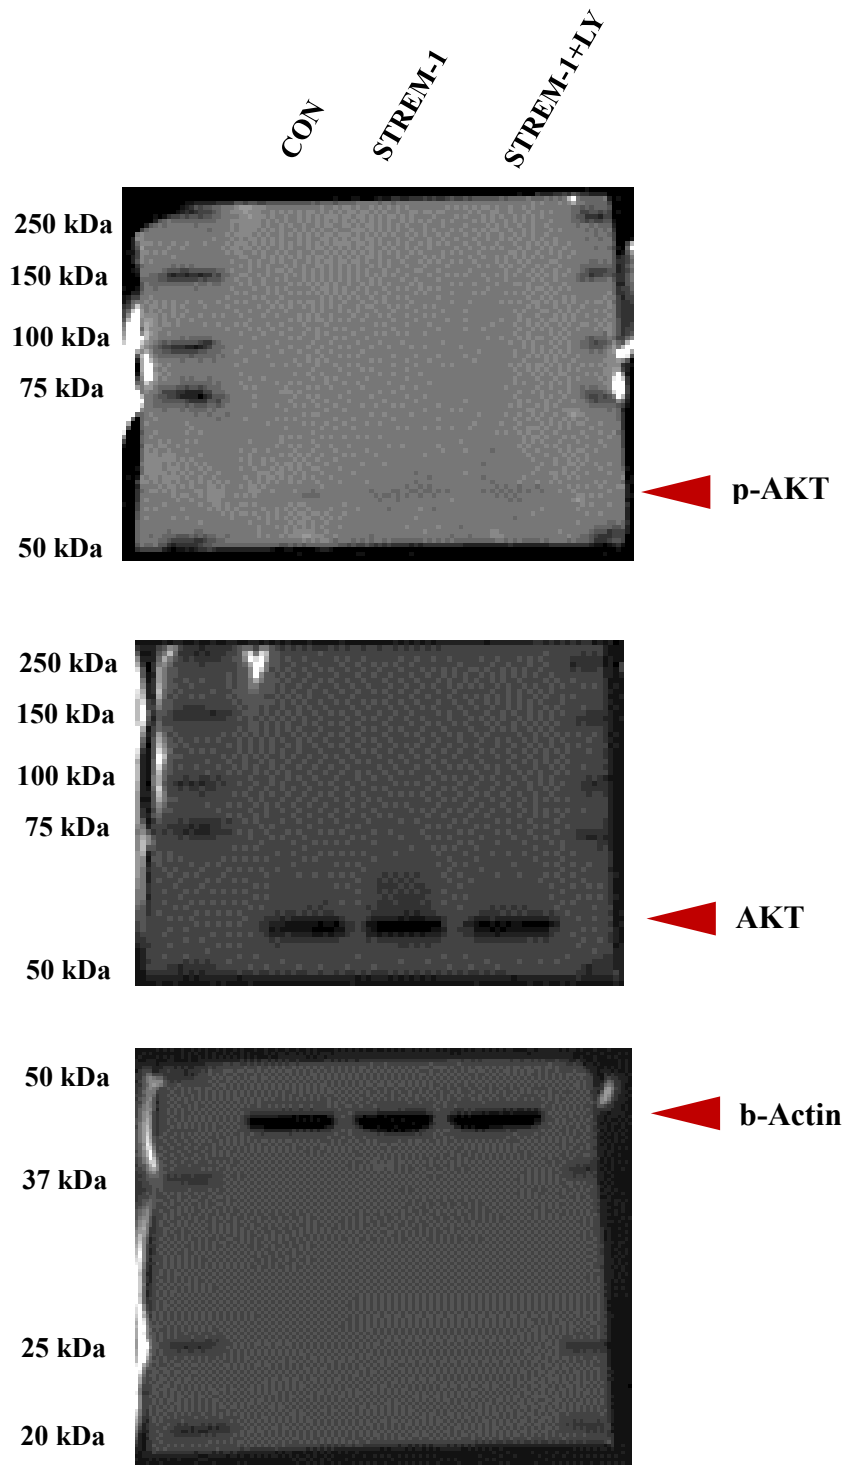

**Supplement:** Supplementary file 2 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

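RNA of BV2 cells was sequenced by the authors in 3 untreated libraries (CON group) and 3 libraries of cells incubated with 1 μg/mL recombinant sTREM-1 protein for 6 h. The authors quantified the reads with RSEM, used FPKM values for transcript expression and edgeR for differential expression, and deposited whole-number counts per gene symbol that were not normalized. All columns of the table were used. Of its 46095 gene symbols, 41483 were found in the RefSeq table of GRCm38.p6. The paper's text does not name the aligner, the build, the annotation or whether counting used the strand, so reads of overlapping, antisense and near-identical genes may have been split or lost in the counting.

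Conditions were taken from the labels and the methods. The replicate numbers that serve as a block come from the labels, which number the libraries of each group. From the counts, genes were filtered with filterByExpr (minimum count 10), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with no covariate. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05, and the pathway lists were tested on genes with an unadjusted p-value under 0.05, because the paper's text gives no rule for its calls. Standard errors of log2 fold changes were taken from the fold change and the F statistic. CPM values are the counts scaled to a common library size after TMM, and log2 CPM values used a prior count of 2. Gene lists were compiled by hand from general knowledge before the data were examined, except the sterol synthesis and lysosomal hydrolase lists, which were written after. Over-representation was tested with a one-sided Fisher's exact test against all tested genes, and direction with camera of limma 3.58.1 (inter-gene correlation 0.01). The p-value of camera comes from a model across genes, and is not an exact test on the 6 libraries, for which 3 against 3 allow no p under 0.1.

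The genes named are the 5 of largest rise and the 5 of largest fall among those with an adjusted p-value under 0.05 and groups that do not overlap, at most 5 phagosome genes per direction with the smallest p-values under 0.05, and genes the paper names for microglia or amplifies. Some genes that this rule selects are not reported here. Other genes are named as chosen after their values were seen. Coordinates come from the GENCODE M21 annotation of GRCm38.

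The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of the real libraries. With 200 genes changed 1.5-fold among 13944 tested, edgeR's quasi-likelihood test recovered 83.0% and 6.21% of its calls were false. DESeq2 had 4.62% and edgeR's exact test 10.8% false calls. With no gene changed, 1 of 13945 genes was called. The real data differed from this setting, with 4312 called genes and a median absolute fold change of 1.15 among them. The simulated recovery and false-call rates therefore do not describe the real calls.

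Alternatives were set before the data were examined. They were RLE size factors, no filter (at least 1 count), at least 10 counts in every sample, DESeq2 1.42.0, edgeR's exact test, a replicate block, leaving out each library, other calling thresholds and other forms of the gene lists, among them Reactome lists supplied with fgsea 1.28.0. Alternatives added after the data were seen were a correction for GC content and transcript length (a loess fit per library with a span of 0.3, for which 90.9% of tested genes had values), that correction with the replicate block, thinning all libraries to the smallest total, leaving out genes whose count jumped in single libraries, random lists matched on mean expression (10000 lists, 20 bins), Akt1 relative to Actb, and calls with at least a 2-fold change. The smallest library held 40070633 counts, so counting error is small for abundant genes and limits genes of few counts. Q-PCR, western blot, flow cytometry and animal experiments were not analysed here.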

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

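All tests in this part except those on other splits of the libraries were chosen after the results were seen. Of 7 further gene lists outside the pathways of Fig. 5B, compiled before the data were examined, 5 moved as a set between CON and sTREM-1 libraries at a Benjamini-Hochberg adjusted camera p under 0.05 over the 7 lists. The paper does not report RNA-seq values for these lists, and discusses PI3K-AKT and M1 and M2 markers from other assays. The lists of PI3K-AKT core genes and of M2 markers did not pass (adjusted p = 0.121 and adjusted p = 0.251 from limma's camera). The PI3K-AKT list moved up in all 14 refits, past 0.05 only without a filter on low counts (camera, unadjusted p = 0.0253). Its median log2 fold change was 0.039, and all 3 sTREM-1 library medians lay above those of CON. Of its 32 genes, 13 were higher and 8 lower at an unadjusted p-value under 0.05 (one-sided Fisher's exact test, p = 0.00185, not matched on expression).

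Interferon response genes had a median log2 fold change of 0.32 (limma's camera, adjusted p = 1.0e-22), with 22 of 30 higher and 1 lower at an unadjusted p-value under 0.05. Hypoxia and glycolysis genes had a median of 0.30 (camera, adjusted p = 2.9e-33), with 17 of 19 higher and 0 lower. Cell cycle genes had a median of 0.20 (camera, adjusted p = 1.4e-22), with 25 of 30 higher and 1 lower. For each of these lists, the median of all 3 sTREM-1 libraries lay above that of all 3 CON libraries. The M1 marker genes had a median of -0.34 (camera, adjusted p = 2.9e-06), and the median was lower in all 3 sTREM-1 libraries. The list was mixed, with 3 of 10 higher and 5 lower at an unadjusted p-value under 0.05. The LPS and NF-kB response genes had a median of -0.047 (camera, adjusted p = 0.00965), with 11 of 29 higher and 12 lower, but the library medians ran from -0.09 to 0.04 after sTREM-1 against -0.03 to 0.02 in the CON group, and only 1 of 3 sTREM-1 libraries lay below every CON library, so the median of this list is not separated from replicate error.

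Technical explanations were tested. After a correction for GC content and transcript length the medians were 0.29 for the interferon list, 0.28 for hypoxia and glycolysis, 0.20 for the cell cycle, -0.34 for M1 markers and -0.060 for LPS and NF-kB. The correction lowered the interferon median from 0.32 and the hypoxia and glycolysis median from 0.30, by more than the SD of the sTREM-1 library medians. It could thus shift a list, yet most of each rise stayed. For the cell cycle, M1 and LPS and NF-kB lists it moved the median by less than that SD, from 0.197, -0.341 and -0.047. For the interferon, hypoxia and glycolysis, cell cycle and M1 lists this argues against GC and length bias of the kind corrected. The LPS and NF-kB median was smaller in size than its SD, so the correction cannot decide there. In all 14 refits, among them each library left out and all libraries thinned to the smallest total, the 5 lists kept their direction under camera. Of the 4 splits of the 6 libraries that part all same-numbered pairs, only 1, the real split, gave a camera p as small for the interferon list, and the same 1 of 4 held for hypoxia and glycolysis, cell cycle, M1 markers, and LPS and NF-kB. The other splits put same-numbered libraries together. Every split but the real one mixes CON and sTREM-1 libraries in both arms, so smaller results in them are expected of any difference between the groups. With so few splits, an accidental arrangement of libraries cannot be excluded by them, and no culture or library batch is given in the labels. The patterns therefore cannot be told apart from a difference in handling between the cultures of the groups. Endotoxin in the recombinant protein is a candidate explanation for the interferon list. It would be expected to raise the LPS and NF-kB list, which showed no common rise, with 11 of 29 genes higher and 12 lower. The median of that list was not separated from replicate error, so its direction cannot decide for or against endotoxin. The largest rise among its 29 tested genes was 1.39-fold. For the genes of this list, that argues against a strong induction by endotoxin. A weak effect is not excluded, since 11 of these genes were higher. Endotoxin itself was not measured in these data.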

How the results depend on the processing

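The number of genes with an adjusted p-value under 0.05 was 4312 and stayed within 1.5 times of that under all alternatives that kept this threshold, from 3608 to 3863 across the 6 fits that each left out one library. Of the 4312 genes, 3937 were also called by DESeq2, none in the opposite direction. With the replicate block 4613 genes were called, and with the block and the GC and length correction 4566 were. Deviations of same-numbered libraries correlated at -0.022 on average, so the numbers gave no sign of pairing. Thresholds mattered more. With at least a 1.5-fold change the number was 443 at an unadjusted p under 0.05 (185 higher, 258 lower) and 301 at an adjusted p under 0.05 (130 higher, 171 lower). With at least a 2-fold change and an adjusted p under 0.05, added after the data were seen, it was 105 (35 higher, 70 lower). The median absolute fold change of the 4312 genes was 1.15 and 1517 of them reached 1.2-fold, so such minimum changes remove most calls. The share of lower genes was 58.2% and 56.8% with at least a 1.5-fold change and 66.7% with at least a 2-fold change, against 46.1%.

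By Fisher's exact test, the over-representation of phagosome genes (p = 1.9e-05) was no longer past 0.05 with calls of at least a 1.5-fold change (p = 0.391), with only lower genes (p = 0.220) and against random lists matched on mean expression, an alternative chosen after seeing the data (p = 0.144). Without each library in turn it ran from 4.3e-08 to 7.2e-06. The phagosome genes as a set (camera p = 0.0244) lost significance without the tubulin genes (p = 0.299), with the inter-gene correlation estimated (p = 0.109), and, chosen after seeing the data, with the GC and length correction (p = 0.0852, or 0.0764 with the replicate block as well). The direction stayed up in each. The Reactome Fcgamma receptor and ER-Phagosome lists, which hold no tubulin genes, were also up and past 0.05 under camera. The ER-Phagosome list holds mainly proteasome and MHC genes. Without each library the camera p of the phagosome list ran from 0.0117 to 0.0463. Apart from the tubulin genes, the cause of these changes was not tested.

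The median fold change of the phagosome genes was 1.03. Across the fits that left out one library it ran from 1.02 to 1.03. It moved by more than the replicate SD, to 1.028 without a filter, 1.028 with at least 10 counts in every sample, 1.026 without the tubulin genes, 1.055 without the V-ATPase genes, 1.027 without the MHC genes, 1.028 for the Reactome Fcgamma receptor list, 1.043 for the Reactome ER-Phagosome list and 1.028 for genes of at least 10 CPM, and to 1.16 for only the list genes that were higher, which selects rises. Of the alternatives chosen after seeing the data, the GC and length correction gave 1.025, also with the replicate block (1.025), leaving out genes whose count jumps gave 1.027, and thinning gave 1.028. The number of higher phagosome genes was 38, from 35 to 41 without each library, 24 for the Reactome ER-Phagosome list and 2 with at least a 1.5-fold change.

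The gap junction list (adjusted p = 0.00440) lost significance with at least a 1.5-fold change (0.648) and with only lower genes (0.344), and ran from 0.00180 to 0.0313 without each library. Without the tubulin genes its −log10 P from Fisher's exact test, unadjusted, was 1.65, against 2.58 with them. Without the V-ATPase genes it was 6.51 against 6.47 for rheumatoid arthritis, and 0.573 against 0.958 for oxidative phosphorylation. The TGF-beta signaling list (0.0105) ran from 0.0460 to 0.0973 without each library, and was 0.2999 with calls at an adjusted p under 0.05, 0.0621 with only higher genes, 0.335 with only lower genes and 0.162 against matched lists. The oxidative phosphorylation list (0.110) passed without a filter on low counts (7.3e-06) and with the replicate block (0.0188), ran from 0.0279 to 0.212 without each library, and had an odds ratio or ratio under 1 with at least a 1.5-fold change (exact p = 0.974) and against matched lists (p = 0.965). The cause was not tested. The rheumatoid arthritis list kept its side of the threshold in all alternatives run, and ran from 1.1e-07 to 5.4e-05 without each library. The separation ratio of 1.15 ran from 1.12 to 1.14 without each library.

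Of 695 refits of single named genes, 643 kept direction and side of the threshold, 37 were weaker, 12 were stronger and 3 reversed. The reversals were Trem1 without CON replicate 1 (log2 fold change 0.089), Dlg4 without sTREM-1 replicate 3 (-0.37), both of few counts, and Atp6v1e1 without sTREM-1 replicate 2 (-0.20). Across the 6 fits that each left out one library, Trem1 ran from -0.54 to 0.089, Dlg4 from -0.37 to 1.00 and Atp6v1e1 from -0.20 to 2.89. Depth limits the genes of largest fold change, most of which have few counts. Ccdc146 lost significance in 5 of 6 fits without a library, Gm39399 and Gm15327 in 4 each, and Epha2 in 3. Notum and Amn1 lost it in 1 each.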

Differences from the paper's values

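The paper gives an up-regulation of phagocytosis of about 2.4 times with Fig. 5B, and the median fold change of the tested phagosome genes was 1.03 here. The 20 alternatives set before the data were examined ran from 1.02 to 1.16. The axis of Fig. 5B is −log10 P, which is a different quantity from a fold change of genes, so the comparison holds only if the paper's number is a fold change. The phagosome bar on that axis, read by eye, stands at about 2.5, near the stated 2.4. The paper's number may therefore be a −log10 P, and the values would then not be in conflict.

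For the phagosome pathway the −log10 P was 4.71 here, against about 2.5 in Fig. 5B of the paper, read by eye. With at least 10 counts in every sample it was 3.39, without the tubulin genes 3.75, and for the Reactome Fcgamma receptor dependent phagocytosis genes 3.01, each within 1.5 times of the paper's value. The other 18 alternatives set before the data were examined were not within 1.5 times of it, among them the Reactome ER-Phagosome genes at 1.58. For rheumatoid arthritis the −log10 P was 6.47, against about 1.4 in Fig. 5B, read by eye. It was 1.77 with calls of at least a 1.5-fold change and 1.96 with only higher genes, each within 1.5 times of the paper's value, and the other 15 alternatives set before the data were examined were not. In Fig. 5B the phagosome pathway stands above rheumatoid arthritis, and with the lists compiled here rheumatoid arthritis had the smaller p in the main fit. The phagosome list had the smaller p without a filter on low counts (−log10 P 10.9 against 7.46), with only higher genes (4.34 against 1.96), without CON replicate 2 (6.02 against 5.80) and without sTREM-1 replicate 1 (5.47 against 4.66).

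The heat map of Fig. 5A shows more genes lower than higher after sTREM-1, and 46.1% of the genes with an adjusted p-value under 0.05 were lower here. With at least a 1.5-fold change as well, 56.8% were lower, and with at least a 2-fold change, added after the data were seen, 66.7% were. The share in the figure, read by eye, is about 64%. The legend of Fig. 5A describes all detected RNAs, whereas the shares here are of called genes. The gene sets thus differ, and the comparison cannot show which threshold the paper used.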

Other observations

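In this part, the tests on other splits of the libraries, on thinned libraries and on the sterol synthesis and lysosomal hydrolase lists were set before their results were seen. All others were chosen after. Some of those draw on alternatives that had been set before the data were examined. They are the list without tubulin genes, the Reactome lists, the fits without a library and DESeq2. Their use in this part was chosen after.

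Many genes passed the threshold with small changes. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes, the real one, and the other splits gave at most 1 gene, while those mix CON and sTREM-1 libraries in both arms, and so few splits cannot exclude an accidental arrangement. After the GC and length correction 4383 genes passed, and after thinning to equal totals 4270 did. Library totals ran only from 40070633 to 45877107 and were already scaled, so thinning could change little, and a count of calls after the correction does not exclude bias that it leaves in. The biological coefficient of variation of 3.99% may reflect libraries from parallel wells of one culture. That cannot be told apart from closely similar independent cultures, and a difference between wells would then enter the comparison.

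The over-representation of phagosome genes among called genes depends on expression level. Abundant genes are called more often, and random lists matched on mean expression held 54.6 called genes on average against 60, with as many or more in a share of 0.144 of 10000 lists. For TGF-beta signaling the share was 0.0973, while it was 0.0117 for gap junction and 0.000600 for rheumatoid arthritis, so expression level could account for the first pair and not for the latter. The phagosome over-representation stayed without the tubulin genes (Fisher's exact test, p = 0.000179), whereas the upward shift of the list did not (camera, p = 0.299), so for this list the significance of the upward shift depends on the tubulin genes. The direction stayed up without them, with a median fold change of 1.026. The Reactome Fcgamma receptor and ER-Phagosome lists, which hold no tubulin genes, also moved up, past 0.05 under camera, with median fold changes of 1.028 and 1.043. The ER-Phagosome list holds mainly proteasome and MHC genes, among them few genes of uptake. It also holds Psmb9, Tap1 and Tap2, whose counts jumped in single libraries. Its rise is therefore weak evidence for a change in phagocytosis. Of the 4 splits that part all pairs, 1, the real one, gave as small a p for the phagosome over-representation, for the phagosome list as a set, and for the gap junction, rheumatoid arthritis, TGF-beta signaling and oxidative phosphorylation lists. For the phagosome list as a set, the camera p was 0.0244 in the real split. It was 0.0381 with CON replicates 1 and 3 joined to sTREM-1 replicate 2, and 0.0383 with them joined to sTREM-1 replicate 1. A camera p under 0.05 for this list thus also arose in splits that mix the groups.

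Glycolysis genes were higher and V-ATPase genes lower after sTREM-1, and the paper proposes activation of PI3K-AKT. A hypothesis is that mTORC1, which acts downstream of AKT, raised glycolysis and sterol synthesis and lowered lysosomal genes. A list of 26 sterol synthesis genes was written after some genes of lipid synthesis and uptake, among them Scd2 and Fdps, had been seen to rise, and leaves those out. The list thus follows from the rise that prompted it, and its result is not an independent test. It moved up, with 21 of 23 tested genes higher at an adjusted p-value under 0.05 and a median log2 fold change of 0.40 (limma's camera, adjusted p = 3.8e-20 over the pair of lists), or 0.38 after the GC and length correction. The other prediction failed. Of 36 lysosomal hydrolase genes 11 were higher and 10 lower, and the list did not move down (camera, adjusted p = 0.153). The hypothesis thus has no independent support here, and a change in medium lipids or growth between the cultures could also raise sterol synthesis genes and was not tested.

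In 43 genes the count jumped in single libraries, at least 5-fold within a group. Atp6v1e1 and Laptm5 are examples, chosen after their values were seen. Of 41 such genes with a place in the RefSeq table of GRCm38.p6, 20 lay within 5 tested genes of another, against 1.23 on average in random draws, and none of 10000 draws had as many, the highest being 9, which puts the share at no more than about 0.0001. Aif1, which encodes the microglial marker IBA-1, had 0 counts in all libraries. The clustering is consistent with counting that loses reads where the assembly used holds a stretch more than once, which could not be examined further because the assembly is not named in the paper's text. Of the 43 genes, 14 had an adjusted p-value under 0.05 and 3 are on the phagosome list.

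The RNA-seq values of genes that the paper measured by other assays in BV2 cells were as follows, all from edgeR's quasi-likelihood test. Cd86 fell, with a log2 fold change of -0.41 (adjusted p = 1.7e-11), and every sTREM-1 library lay below every CON library, while the paper reports a shift to the M1 phenotype by flow cytometry. Mrc1, which encodes CD206, did not change detectably (0.14, adjusted p = 0.604). Bcl2 fell (-0.18, adjusted p = 0.00268), while the paper reports higher Bcl-2 protein. Bcl2l1 was at -0.08 (adjusted p = 0.0484), a call lost in 4 of 6 fits without a library. The pair of primers listed for Homer1 in Table 1 matched Nos2, which had a log2 fold change of 0.10 in these BV2 libraries (adjusted p = 0.00687), a call lost with DESeq2 (adjusted p = 0.170), and Homer1 had 0.44 (adjusted p = 2.7e-08). The paper's Q-PCR of these genes was on HT22 cells and hippocampus.

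Akt1, the match of the AKT primers, was higher after sTREM-1 by RNA-seq, with a log2 fold change of 0.13 (adjusted p = 0.00163), and the paper reports lower AKT mRNA by Q-PCR in BV2 cells. The reference gene of the Q-PCR, Actb, rose by a similar amount (0.12). Relative to Actb within each library, Akt1 differed by 0.00766 on the log2 scale (exact permutation test, two-sided, p = 0.8), a test that allows no p under 0.1 with 3 libraries against 3 and so cannot show that there was no change. The difference follows from the similar rise of both genes. Normalization to Actb removed most of the rise of Akt1, and no fall was seen. Pik3r1, the match of the PI3K primers, was at -0.16 (adjusted p = 0.00331), and the paper reports no change.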
